# Differential Transcriptional Reprogramming by Wild Type and Lymphoma-Associated Mutant MYC Proteins as B-Cells Convert to a Lymphoma Phenotype

**DOI:** 10.3390/cancers13236093

**Published:** 2021-12-03

**Authors:** Amir Mahani, Gustav Arvidsson, Laia Sadeghi, Alf Grandien, Anthony P. H. Wright

**Keywords:** MYC, MYC mutants (T58A and T58I), lymphoma, oncogene deregulation, cell cycle, ribosome biogenesis, DNA replication

## Abstract

**Simple Summary:**

Oncogenic transformation in response to the activation of MYC requires secondary events that reduce the role of MYC as an inducer of apoptosis and cellular senescence. We made a primary B-cell model in which such secondary processes were reduced and MYC levels could be regulated at the transcriptional level. We studied the changes in transcriptional programs as MYC levels were progressively increased, causing a simultaneous transition to a lymphoma cell phenotype. Two lymphoma-associated MYC mutants (resulting in the substitution of threonine 58 with isoleucine, T58I, or alanine, T58A) were also analyzed and compared with each other and wild type MYC. All three MYC proteins induced cell cycle entry, cell growth and cell proliferation with associated changes in gene expression programs. The MYC-regulated genes overlap with MYC target genes in B-cells during normal activation. A minority of the MYC-regulated genes (enriched in specific aspects of the cell cycle) were regulated significantly differently by the mutant MYC proteins compared to wild type MYC and in most cases between the two mutant MYC proteins. These genes did not overlap significantly with the set of genes regulated during B-cell activation, and may be specific to oncogenesis. Many target genes were more sensitive to regulation by T58A and less sensitive to T58I, compared to wild type MYC, as was also seen for the measured phenotypic processes. This, taken together with the different sets of genes that are differentially regulated by each mutant in relation to wild type MYC, indicates that the mutations augment the oncogenic activity of MYC by different mechanisms. The different effects of the mutations may result from the different effects they are predicted to have on the conformational properties of the intrinsically disordered region of the MYC protein that surrounds the threonine 58 residue.

**Abstract:**

The MYC transcription factor regulates a vast number of genes and is implicated in many human malignancies. In some hematological malignancies, MYC is frequently subject to missense mutations that enhance its transformation activity. Here, we use a novel murine cell system to (i) characterize the transcriptional effects of progressively increasing MYC levels as normal primary B-cells transform to lymphoma cells and (ii) determine how this gene regulation program is modified by lymphoma-associated MYC mutations (T58A and T58I) that enhance its transformation activity. Unlike many previous studies, the cell system exploits primary B-cells that are transduced to allow regulated MYC expression under circumstances where apoptosis and senescence pathways are abrogated by the over-expression of the Bcl-xL and BMI1 proteins. In such cells, transition from a normal to a lymphoma phenotype is directly dependent on the MYC expression level, without a requirement for secondary events that are normally required during MYC-driven oncogenic transformation. A generalized linear model approach allowed an integrated analysis of RNA sequencing data to identify regulated genes in relation to both progressively increasing MYC level and wild type or mutant status. Using this design, a total of 7569 regulated genes were identified, of which the majority (*n* = 7263) were regulated in response to progressively increased levels of wild type MYC, while a smaller number of genes (*n* = 917) were differentially regulated, compared to wild type MYC, in T58A MYC- and/or T58I MYC-expressing cells. Unlike most genes that are similarly regulated by both wild type and mutant MYC genes, the set of 917 genes did not significantly overlap with known lipopolysaccharide regulated genes, which represent genes regulated by MYC in normal B cells. The genes that were differently regulated in cells expressing mutant MYC proteins were significantly enriched in DNA replication and G2 phase to mitosis transition genes. Thus, mutants affecting MYC proteins may augment quantitative oncogenic effects on the expression of normal MYC-target genes with qualitative oncogenic effects, by which sets of cell cycle genes are abnormally targeted by MYC as B cells transition into lymphoma cells. The T58A and T58I mutations augment MYC-driven transformation by distinct mechanisms.

## 1. Introduction

The transcription factor MYC plays a central role in the onset and progression of several B-cell lymphomas [1]. The defining characteristic of Burkitt’s lymphoma (BL) is a translocation event where *MYC* is fused to the immunoglobulin heavy chain locus leading to its aberrant expression (t8; 14) (q24; q32) [2]. Less frequently in BL, *MYC* is translocated to one of two loci encoding for immunoglobulin light chains, but the result is nevertheless deregulated expression and a BL phenotype. Aberrant MYC expression is, however, not sufficient to trigger malignant transformation and secondary events, such as concordant over-expression of Bcl-xL (encoded by BCL2L1) and BMI1 that, for example, inhibit the intrinsic apoptotic pathway and the ARF/TP53 axis, respectively, are required for MYC-driven B-cell transformation [3].

In addition to its translocation, *MYC* is also the most frequently mutated gene in BL [4]. The conserved MYC homology box 1 (MB1) within the transactivation domain contains a transiently structured proline-rich sequence where missense mutations frequently occur in BL and other hematological malignancies [5,6,7,8,9]. Among these, mutations most commonly lead to a threonine to isoleucine substitution at residue 58 (T58I), while the somewhat less frequently occurring substitution with alanine at the same residue (T58A) mutation causes higher transforming activity than both wild type (WT) and T58I in cellular model systems [10]. Additionally, T58A has been shown to promote B-cell lymphomagenesis in murine models [10,11,12]. MYC stability is affected by sequential phosphorylation at S62 and T58, where the former activates and stabilizes MYC, while subsequent phosphorylation at T58 primes MYC for proteasome-mediated degradation [13]. Proteins carrying the T58A mutation have been shown to be stabilized while MYC proteins carrying T58I are surprisingly similar to WT in terms of half-life, indicating that additional mechanisms affecting MYC protein levels are affected when the threonine residue at position T58 is converted to other amino acids that cannot be phosphorylated [5,10].

MYC/MAX heterodimers bind motifs in the regulatory regions of genes with different affinity and thereby control the expression level of genes. While the heterodimer has the highest affinity for canonical E-box motifs (CACGTG) or variants thereof, MYC/MAX has been shown to bind to the regulatory regions of a large number of regulated target genes, including genes with non-canonical E-box motifs or without recognizable E-box motifs in regulatory regions [14,15,16]. The differing affinity of MYC/MAX for different E-box motifs associated with different genes allows for the specific regulation of target genes in a MYC level-dependent fashion, where the promoters containing high-affinity motifs are preferentially bound at low MYC levels and genes with progressively lower affinity are progressively engaged as MYC levels increase [16]. In a transformed cell with deregulated MYC expression, MYC would be capable of regulating an abnormally large set of genes, ranging from those for which MYC has the highest promoter affinity to those with much lower affinity for MYC. Such genes would be expected to include normal MYC target genes, as has been recently suggested [17], but also genes not normally activated by MYC because physiological MYC levels are too low to activate such genes.

Previous studies of global gene expression changes upon MYC over-expression have focused on gene expression changes in relation to MYC occupancy in regulatory gene regions [18,19] or in relation to E-box occurrences in regulatory regions upon gradually increasing MYC levels [16]. An in vivo study of the Eµ-Myc mouse model of B-cell lymphoma using B-cells at three different stages of lymphomagenesis, each with different MYC levels, identified almost four thousand significantly changed genes between cells representing the different stages [18]. Efforts have also been made to identify genes that are directly regulated by MYC by combining gene expression profiling with chromatin immunoprecipitation in a B-cell line [20], or, more recently, identifying a list of 100 direct MYC targets and subsequently validating these targets across an array of human cancers by employing techniques for rapid induction of MYC degradation in combination with RNA-seq of nascent RNA [21]. Another study investigated global gene expression changes following the over-expression of MYC carrying mutations in MBI in relation to WT MYC in rat fibroblasts and found significant differences in gene expression for hundreds of genes between cells expressing WT MYC and the MYC mutants [22]. However, in that study, it was difficult to identify functions and pathways differentially regulated by the MYC mutants in relation to WT, possibly due to the cellular context. The study did, however, describe a differential regulation of Nop56 and a subsequent differential transformation capacity between cells overexpressing WT MYC and T58I, suggesting that subtle alterations to the sequence and protein conformation of MYC can have large effects on gene regulation and phenotypic manifestations.

In the present study, we use a transduced primary B-cell model of MYC-driven B-cell lymphoma to identify genes that are regulated as essentially normal murine B cells that transform into lymphoma-like cells in response to progressively increasing MYC levels and further to identify how the lymphoma-associated T58A and T58I mutations affect this transition in terms of altered gene expression programs. Anti-oncogenic apoptotic and senescence pathways were abrogated in the cells, causing them to directly transit to lymphoma cells in response to deregulated MYC without the need for other oncogenic events. Indeed, previous studies have shown that analogously modified cells cause lymphomas when injected into mice [23].

## 2. Results

### 2.1. Effects of Progressively Increased Wild Type and Mutant MYC Levels on Cell Growth, Proliferation and Cell Cycle Distribution

An in vitro cell model for investigating the role of MYC in lymphoma development was developed using LPS-activated primary murine B-cells, transduced with retroviral vectors containing doxycycline-regulated coding sequences for wild type (WT) MYC or one of two lymphoma-associated MYC mutants, in which threonine-58 is substituted with alanine (T58A) or isoleucine (T58I), together with vectors for constitutive expression of the anti-apoptotic proteins Bcl-xL, encoded by *BCL2L1*, and BMI1, the latter also inhibiting cellular senescence, as described previously [3]. Concordant expression of the three proteins is necessary for the oncogenic transformation of the murine B-cells, as they otherwise undergo apoptosis or fail to proliferate. The resulting transformed cells expressed B-cell markers (CD19 and CD45R), but were negative for CD90 (expressed in T-cells but not B-cells), indicating that the transduced cells were predominantly B-cells as expected (Supplementary Figure S1).

To understand changes in cellular characteristics and how they differ between WT and mutants as increasing MYC levels drive the transduced B-cells towards a lymphoma phenotype, we overexpressed MYC, T58A and T58I at different levels by progressively increasing the doxycycline concentrations added to the transduced cells for 48, 96 and 144 h (Figure 1A). The doxycycline-mediated increase in WT and mutant MYC proteins is shown in Figure 1B (see also Supplementary Figure S2 for a representative Western blot image, and Supplementary Figure S3 for original Western Blot data). Consistent with previous studies, the T58A mutant reaches somewhat higher levels than the WT and T58I mutant proteins, which are expressed at similar levels [5,10]. As shown in Figure 1C, cells can be seen to enter the cell cycle by 48 h (fewer G_1_/G_0_ cells and more S-phase cells), but there is little or no change in cell growth or proliferation (cell size or number). At later time points (96 and 144 h), the cells progressively grow (larger size), proliferate (increased number) and enter the cell cycle in response to both MYC level and time. T58A cells outperform WT and T58I cells in these respects by showing greater sensitivity to the doxycycline level, presumably due, at least in part, to the higher expression level of the T58A mutant protein. Interestingly, the T58I mutant shows the lowest response sensitivity with regard to growth, proliferation and cell cycle entry both in relation to MYC level and time.

### 2.2. Global Gene Expression Changes in Response to Progressively Increased Levels of Wild Type and Mutant MYC Proteins

To identify MYC level-associated changes in transcript levels and the differences between WT and mutants at a global scale, mRNA was extracted following 48 h of MYC over-expression for seven different levels of MYC expression. This time point precedes measurable changes in cell size or number but coincides with phenotypic signs of cell cycle entry. 

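RNA from 63 cultures was sequenced, 3 replicates for each of 21 conditions. The conditions combine cells expressing human WT MYC, T58A or T58I with doxycycline concentrations of 0, 25, 50, 100, 300, 600 and 1000 ng/mL, all at 48 h. The paper gives the concentrations in ng/mL, while the labels deposited with the samples give the same numbers in µg/mL, and ng/mL is used here. The authors aligned 50 bp single-end reads to the mouse genome, to which the sequences of human MYC, BCL2L1, BMI1 and EGFP from the vectors had been added, kept the reads that aligned uniquely, and counted them per gene. The counting used the default options of featureCounts, which do not use the strand of the reads. The deposited values are these raw counts for 49675 features, of which 49671 are Ensembl genes and 4 are the vector transcripts. Gene symbols and positions (GRCm38) were taken from the GENCODE M21 annotation, which holds 49412 of the Ensembl genes. Between 10595826 and 30108020 reads were counted in the WT libraries, with a median of 19070055. The T58A libraries held 13269173 to 19136860 counted reads with a median of 16246457, and the T58I libraries 15615436 to 28826964 with a median of 17922204. The mean over all libraries was 18.3 M counted reads, and the paper's stated mean of 28.6 M refers to the reads generated. Alignment and counting are thus already in the values, while normalization is not. Features with a CPM of at least 0.95 in at least 3 libraries were tested, which left 14142 mouse genes and the 4 vector transcripts. Libraries were scaled with edgeR's TMM method, and transcript levels are given as RPKM. A slope is the change of the log2 transcript level per 1000 ng/mL of doxycycline in a fit of all 63 libraries with the concentration as a number, the genotype and their interaction. Single concentrations were compared in a fit with a coefficient for each of the 21 conditions. Replicates of a condition differed by more than the sampling of reads alone. The chi-square per gene of replicate pairs had a median of 3.74, a lowest value of 1.29 and a highest value of 56.6, the highest in WT at 50 ng/mL, where sampling alone gives 1.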

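The human MYC transcript, which is read from the vector, rose with the doxycycline concentration in each genotype, so that the 3 dose series follow the labels of the samples. In WT it rose from 149.5 ± 17.2 RPKM (SD, n = 3) without doxycycline to 607 ± 69.4 at 100 ng/mL, 1075 ± 30.7 at 300 ng/mL, 1286 ± 95.9 at 600 ng/mL and 1414 ± 114 at 1000 ng/mL. In T58A it rose from 163 ± 8.28 RPKM without doxycycline to 925 ± 24.8 at 100 ng/mL and 1407 ± 118 at 600 ng/mL, and stood at 1220 ± 112 at 1000 ng/mL (1219.5 RPKM before rounding). In T58I the levels were lower, at 106 ± 11.1 RPKM without doxycycline, 299 ± 12.0 at 100 ng/mL, 753 ± 8.74 at 600 ng/mL and 906 ± 22.0 at 1000 ng/mL. The slope of the MYC transcript in WT was 2.55 (standard error 0.42, adjusted p = 5.509e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all concentrations the mean level in T58A was 1.21 times that in WT (permutation test of 21 against 21 libraries, labels permuted within each concentration, two-sided, p = 3e-05), and in T58I 0.554 times (p = 1e-05 from the same permutation test, the smallest that 100000 permutations can give). Permuted without regard to the concentration, the permutation test gave p = 0.3 and p = 0.02. As each genotype is 1 transduced population, these p-values measure the spread between cultures and libraries, and not between transductions. The ratio of T58A to WT was 1.91 at 50 ng/mL and 0.863 at 1000 ng/mL.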

We would thus expect to observe regulation of genes involved in MYC-induced lymphoma development at 48 h, even though some genes are likely to be indirect targets of MYC. 

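Principal component analysis of the log2 CPM of the 14146 tested features, each centred and scaled to unit variance, placed 46.9% of the variance on principal component 1, 21.1% on principal component 2 and 9.00% on principal component 3. Of the variance of the scores on principal component 1, 61.6% lay between doxycycline concentrations and 32.6% between genotypes. On principal component 2, 93.6% lay between genotypes, and on principal component 3, 58.1% lay between genotypes and 27.0% between concentrations. From 0 to 1000 ng/mL, the mean score on principal component 1 moved from -82.5 ± 4.11 (SD, n = 3) to 94.9 ± 4.08 in WT, from -106 ± 3.09 to 98.7 ± 0.828 in T58A and from -139 ± 1.21 to 34.4 ± 1.87 in T58I. At 25 ng/mL T58A had already reached 10.0 ± 5.36, while WT stood at -48.6 ± 4.27 and T58I at -126 ± 1.54. On principal component 2 the mean scores at 0 ng/mL were -103.9 in WT, 25.6 in T58A and 32.0 in T58I. Replicates lay close together beside these distances, apart from WT at 50 ng/mL, where the scores on principal component 3 had an SD of 40.9 around a mean of -48.1. The alternative that moved these shares most was the use of the 500 genes with the largest variance, which placed 30.6% on principal component 2.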

While differences in global transcript levels were observed between the B-cells based on *MYC* mutation status, as visualized by the principal component analysis in Figure 2A,B, the largest effect is related to MYC level, where there is a consequent shift to the right for principal component 1 as MYC levels increase, while principal components 2 and 3 reveal differences between genotypes. The expression dataset was subsequently subject to the glmQLF generalized linear model workflow within the EdgeR package to extract gene models with significant transcript level changes in WT in response to increasing MYC levels, as well as for genes that were differentially changed between WT and T58A or T58I. 

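In WT, the slope over the doxycycline concentrations met an adjusted p under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a 2-fold difference between at least 2 of the 21 conditions for 7301 of the 14146 features, of which 3401 rose and 3900 fell. The slope differed from that of WT for 360 genes in T58A, with a higher slope for 225 and a lower slope for 135, and for 659 genes in T58I, with a higher slope for 472 and a lower slope for 187. Without the requirement on the fold change, the numbers were 9316, 637 and 999, and an unadjusted p under 0.05 was reached by 10820, 3391 and 3923 features. The balance for T58A depends on the scale of the concentration, with 665 genes higher and 976 lower on log2(dose + 25) and 641 higher and 983 lower on the rank of the concentration. The alternative that moved the numbers for the mutants most was the concentration as a factor with a separate level for each value, which gave 6558 genes for T58A and 6147 for T58I. Among the genes that rose in WT, the smallest adjusted p-values belonged to Dbp, Cracr2a and Nlgn2. Dbp (chromosome 7, 45705088 to 45710203) rose from 5.17 ± 0.110 RPKM (SD, n = 3) to 14.7 ± 1.02 between 0 and 1000 ng/mL, a slope of 1.59 (standard error 0.13, edgeR adjusted p = 1.49e-14). The slopes of Cracr2a and Nlgn2 were 0.96 and 1.74. Among the genes that fell, they belonged to Gm8828 with a slope of -3.31, Gm8848 with -2.76 and Nyx with -1.57. The annotation lists Gm8828 and Gm8848 as processed pseudogenes, whose counts are uncertain where reads could also come from a related sequence. The clearest differences in T58A were a higher slope for Hpgds, Tspan13 and Zfyve28, by 2.40, 0.99 and 2.20, and a lower slope for Dusp5, 1700001L05Rik and Atp1b3, by values of -0.84, -2.76 and -1.20. In T58I they were a higher slope for Mpzl1, Btbd11 and Cat, by 2.50, 2.53 and 1.08, and a lower slope for Dbp, Cars2 and Mettl17, by values of -1.51, -0.82 and -0.66. Dusp5, for example, fell in T58A from 67.6 ± 3.18 to 36.5 ± 0.877 RPKM and stood at 55.7 ± 2.53 and 55.4 ± 6.26 in WT.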

In response to increasing MYC levels, we found 7263 (WT), 347 (WT vs. T58A) and 683 (WT vs. T58I) significant gene models for the respective comparative groups. Selected models were required to have a two or more-fold changed transcript level between at least two conditions (MYC level or mutant status) and an FDR q-value < 0.01 (listed in Supplementary Table S1).

### 2.3. Clusters of Gene Models Describe Genes with Similar Patterns of Differential Gene Expression

Agglomerative hierarchical clustering was then used to identify clusters of similar gene models within the combined group of selected gene models, based on mean log_2_ transformed RPKM values for the different MYC levels, for WT and mutant MYC proteins independently (Figure 3). 

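The 7628 genes called in at least 1 of the 3 comparisons were grouped by Ward's method on the 21 condition means of log2 RPKM, and 12 clusters held from 299 to 1223 genes. In 5 clusters most genes rose in WT, with a rising share of 92.7% to 97.2%. In 6 clusters most genes fell, with a rising share of 0.939% to 22.7%. The cluster of 299 genes was mixed, as 49.2% of its genes rose. Of the 1223 genes of the largest cluster, 1130 were called rising in WT and 28 falling. With the immunoglobulin genes left out, the smallest of the 12 clusters held 23 genes, the largest move among the alternatives for its size.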

The resulting twelve clusters contained between 55 and 1455 genes and could be divided into two cluster classes depending on whether the overall trend in transcript levels was increasing (clusters c3, c7, c9, c10, c11 and c12) or decreasing (clusters c1, c2, c4, c5, c6, and c8) in response to increasing MYC levels (Supplementary Figure S4). As is evident in Figure 3, some clusters contained genes characterized by high transcript levels (e.g., clusters c5, c7 and c9), while others were characterized by genes with low transcript levels (e.g., clusters c4 and c11). 

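Among these 12 clusters, the mixed cluster of 299 genes had the highest median transcript level at 143.8 RPKM. Next came a rising cluster of 627 genes with a median of 45.8 RPKM and a falling cluster of 558 genes with 27.7 RPKM. The lowest medians were 0.101 RPKM in a cluster of 490 genes, 0.357 RPKM in a falling cluster of 663 genes and 0.683 RPKM in a rising cluster of 508 genes. For comparison, the median over the 6518 tested features without a call was 6.67 RPKM. The clusters were formed on these levels themselves, so a spread of levels between clusters follows from the way they were made.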

Five clusters were significantly enriched for non-coding genes (c2, c6, c8, c11 and c12), while for six clusters, a significant under-representation was observed (c3, c4, c5, c7, c9 and c10). 

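Counting every annotated type other than protein coding as non-coding, immunoglobulin segments included, 17.3% of the features without a call were non-coding. Against these, 4 of the 12 clusters had a higher share (Fisher's exact test, two-sided, adjusted over the clusters). They were a falling cluster of 368 genes with 30.2%, a falling cluster of 889 genes with 25.4%, a rising cluster of 508 genes with 24.8% and a falling cluster of 663 genes with 24.4%. In 7 clusters the share was lower, from 1.79% in the falling cluster of 558 genes with high transcript levels to 10.4% in the cluster of 490 genes with the lowest levels. The remaining cluster of 326 rising genes had 15.6% (Fisher's exact test, adjusted p = 0.4986).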

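Short features that fell with the MYC level were found above all among the variable (V) segments of the immunoglobulin genes, which the annotation lists with types of their own and which count as non-coding here. Of the tested features, 100 were V segments, with a median length of 359.5 bp, and 90 of them were called falling in WT (edgeR's quasi-likelihood test). Their median slope was -2.34 in WT, -1.26 in T58A and -1.25 in T58I. The number of V segments above a mean CPM of 0.95 fell in WT from 90 at 0 ng/mL to 64 at 100 ng/mL and 37 at 1000 ng/mL. In T58A it was 23 at 0 ng/mL and 13 at 1000 ng/mL, and in T58I 36 and 23. These segments are near-identical within families, and reads that aligned to several of them are not in the counts, so the level of a single segment is uncertain. In the clustering by Ward's method, 61 of these segments fell into the cluster of 889 falling genes, and the smallest cluster had a median length of 2412 bp. Features without a call had a median length of 3756 bp (3755.5 bp before rounding).

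**Figure D1:**
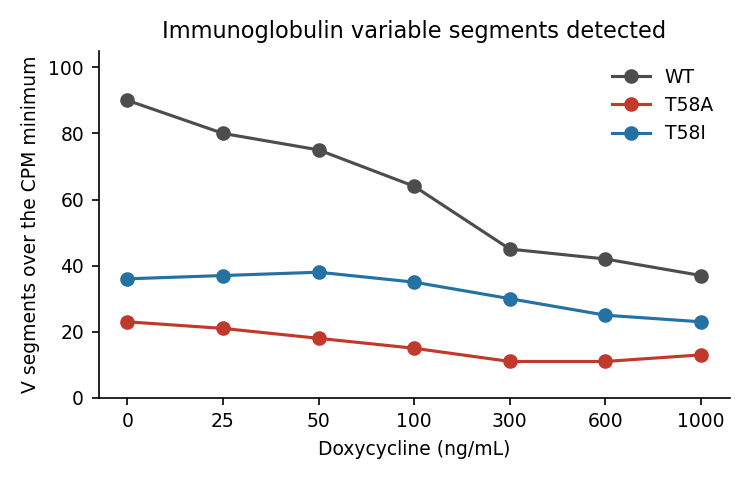
Number of immunoglobulin V segments, out of 100 tested, with a mean CPM above the minimum of 0.95, against the doxycycline concentration in ng/mL. Each line is a genotype. WT falls from 90 to 37 segments, and T58A and T58I start at 23 and 36.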

Notably, cluster c2, which contained the lowest number of genes and almost exclusively contained non-coding genes, also had significantly shorter genes when compared to non-regulated genes (median feature length: 366 base pairs (bp) compared to 3810 bp). These and other characteristics of the 12 clusters are summarized in Table 1.

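Between 0 and 25 ng/mL doxycycline, 2110 genes changed in T58A, 266 in WT and 7 in T58I (edgeR's quasi-likelihood test with adjusted p under 0.01 and a change of at least 2-fold). In T58A 1265 genes were higher and 845 lower, and in WT 57 of 266 were lower. The 7 genes in T58I were all higher, and they included Dctd, Ccnd1 and Camkv with log2 fold changes of 1.28, 1.12 and 1.06. An unadjusted p under 0.05 was reached by 9571 genes in T58A, 5841 in WT and 1649 in T58I. The alternative that moved these numbers most was to require no fold change, with 8024, 3223 and 134 genes. Lig1 (chromosome 7, 13277283 to 13311433) rose in T58A from 8.86 ± 0.505 RPKM (SD, n = 3) to 59.9 ± 1.54, a log2 fold change of 2.76 (standard error 0.05, edgeR adjusted p = 1.18e-41). In WT it rose from 7.31 ± 0.427 to 19.6 ± 0.427 RPKM, a log2 fold change of 1.42, and in T58I from 4.08 ± 0.224 to 4.30 ± 0.0850 RPKM, a log2 fold change of 0.08 (edgeR adjusted p = 0.742). The log2 fold change of Mcm6 was 2.51 in T58A, 0.90 in WT and 0.12 in T58I, that of Cdc6 was 3.19, 1.28 and 0.36, and that of Cd83, which fell, was -1.98, -0.99 and -0.16. The human MYC transcript at 25 ng/mL stood at 576 ± 7.99 RPKM in T58A, 311 ± 39.4 in WT and 144 ± 7.99 in T58I. Every T58A library was above every WT library, a ratio of means of 1.85 (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow).

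**Figure D2:**
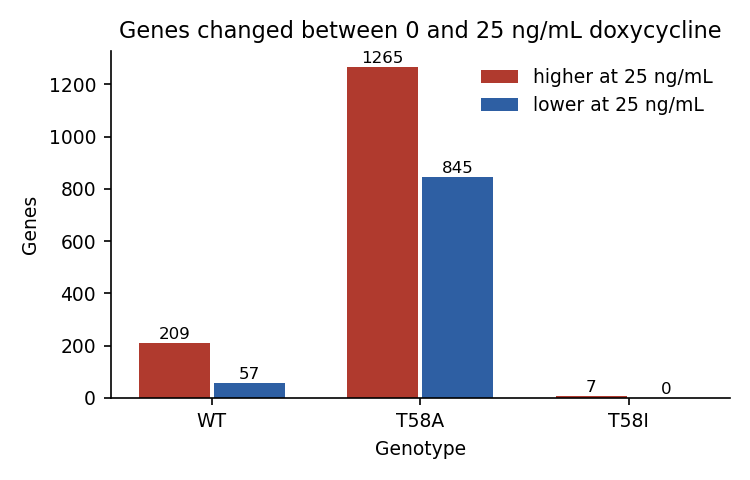
Number of genes changed between 0 and 25 ng/mL doxycycline in each genotype, as bars for genes higher and genes lower at 25 ng/mL. T58A has 2110 such genes, WT 266 and T58I 7.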

Figure 3 also shows differences between the effects of WT and mutant MYC proteins, most notably with regard to T58A, which exhibits large changes for many genes, even at the lowest doxycycline concentration, where MYC levels are scarcely higher than in WT or T58I. We conclude that the significant gene models describing changes in the dataset identify gene expression changes in response to increasing levels of MYC as well as differences in changes between wild type and mutant MYC proteins and between the two mutant MYC proteins.

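Whether the response at 25 ng/mL differed between the genotypes was tested directly, as the change from 0 to 25 ng/mL in the mutant against the change in WT. It differed for 710 genes between T58A and WT, of which 422 responded with a higher and 288 with a lower log2 fold change (edgeR's quasi-likelihood test, adjusted p under 0.01 and a 2-fold difference). This balance depends on the scaling of the libraries. With DESeq2's size factors 47.8% of the genes were on the higher side (327 higher, 357 lower), and with library sizes alone 40.8% of 696 genes, against 59.4% with TMM. Between T58I and WT it differed for 80 genes, 74 of them with a lower log2 fold change in T58I, and between T58A and T58I for 1429 genes, 890 of them higher in T58A. The WT response to 100 ng/mL, at which the MYC transcript in WT came closest to that of T58A at 25 ng/mL, differed from the T58A response to 25 ng/mL for 76 genes. The genotypes also differed without doxycycline, for 2330 genes between T58A and WT and 2652 between T58I and WT (same test and thresholds). The paper concludes that the significant gene models capture gene expression changes that follow the MYC level, as well as differences between wild type and mutant MYC and between the mutants.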

### 2.4. Close Proximity and Higher Number of Canonical E-Boxes near Transcription Start Sites Is Associated with Gene Clusters Characterized by Up-Regulated Genes

MYC/MAX heterodimers bind with high affinity to canonical E-box motifs (CACGTG) that are generally located closely upstream or downstream of transcription start sites (TSS), leading to the activation of transcription [16]. We identified the positions for all canonical E-boxes in the mouse reference genome and derived the distance of each to the nearest TSS. For clusters c3, c7, and c10, there was a significant enrichment of genes with both at least one canonical E-box within 1000 bp of the TSS and a significantly shorter median distance between the TSS and the closest canonical E-box compared to non-regulated genes (Table 1).

Each of these clusters contain a majority of genes that are up-regulated in response to increasing MYC levels. Conversely, cluster c2 and c6, characterized by genes with reducing transcript levels in response to MYC level, exhibited the opposite pattern compared to non-regulated genes (i.e., significantly fewer E-boxes ± 1000 bp from the TSS and significantly longer median distance between TSS and closest E-box). The enrichment of canonical E-boxes in clusters characterized by genes that are up-regulated in response to increasing MYC levels suggests that in these cells, MYC primarily acts as a positive regulator of target genes with high-affinity binding sites.

### 2.5. Clusters of Similar Gene Models Tend to Be Enriched in Genes with Distinct Functional Roles

We used gene ontology (GO) analysis to cross-validate the gene expression data in relation to the existence of logical patterns in independently gathered functional data [24]. The twelve clusters were subject to enrichment analysis for gene ontology (GO) term gene sets (C5, biological processes) and KEGG pathways (Figure 4, Supplementary Figure S5 as well as Supplementary Tables S2 and S3). Enrichment of GO terms was found for all clustered gene sets (FDR adjusted *p*-value ≤ 0.1). Interestingly, there was little overlap between the clusters with regard to the significantly enriched GO terms. 

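The first rows of Supplementary Table S2 name 8 genes for innate detection, among them the TOLL-like receptor genes Tlr1, Tlr2 and Tlr6 and the genes Naip2, Naip5, Naip6, Ly96 and Itgav. As the study chose this list on the same libraries, a test of it is not independent evidence. All 8 were called falling in WT, also when adjusted over the list alone, with a median slope of -1.53 (fry of edgeR over 9 lists, adjusted p = 9.274e-09). Tlr1 (chromosome 5, 64924679 to 64933563) fell in WT from 8.65 ± 0.507 RPKM (SD, n = 3) to 0.644 ± 0.0406 between 0 and 1000 ng/mL, a slope of -3.68 (standard error 0.47, edgeR adjusted p = 1.946e-09). The slope of Naip5 was -2.45, that of Naip6 -1.96, that of Tlr2 -1.58 and that of Tlr6 -1.48, and Itgav fell least with -0.38. Naip2, Naip5 and Naip6 are paralogs, so their counts hold only the reads that told them apart. The alternative that changed the outcome most was camera with a correlation between genes estimated from the data, under which no list kept its p (adjusted p = 0.2526 for this list). All 9 lists held under fry and under camera with its preset correlation of 0.01.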

In cluster c1, enrichment was primarily found for a select number of down-regulated TOLL-like receptors for lipopeptides and genes with anti-apoptotic functions. Cluster c2 mostly contained non-coding RNA features which resulted in scarce enrichment of GO terms, presumably due to the poorer annotation of non-coding genes and the relatively small size of this cluster. In cluster c3, there was an enrichment of genes implicated in positive regulation of DNA repair and DNA replication as well as gene sets for regulation of the G_2_/M transition of the cell cycle. 

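Lists of genes for DNA replication, for G2/M and mitosis and for homologous recombination were written from general knowledge before the data were examined, and the gene sets of the GO and KEGG collections were not used here. Of 66 genes for DNA replication, 61 were called rising in WT, also when adjusted over the list alone, with a median slope of 1.49 (fry of edgeR, adjusted p = 9.808e-06). Pold2 rose from 12.5 ± 1.33 RPKM (SD, n = 3) to 109 ± 10.2 between 0 and 1000 ng/mL, a slope of 2.34, and Dut rose from 9.40 ± 1.07 to 112 ± 1.87 RPKM, a slope of 2.29. Of 92 genes for G2/M and mitosis, 49 were called rising and 45 when adjusted over the list alone, with a median slope of 0.87 (fry of edgeR, adjusted p = 0.001431). The largest slopes belonged to Pkmyt1 with 1.83 and Mybl2 with 1.76. Of 40 genes for homologous recombination, 28 rose, also when adjusted over the list alone, with a median slope of 1.05 (fry of edgeR, adjusted p = 7.79e-06), Exo1 with 2.12 and Rad54l with 1.84. The medians of the 3 lists lay above those of all 10000 random lists of the same size matched on mean transcript level. In the 12 clusters formed here, 30 of the DNA replication genes fell into the rising cluster of 1223 genes and 20 into the rising cluster of 627 genes, and the G2/M genes into the same clusters with 39 and 18.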

Cluster c4 genes show enrichment in several GO terms (also enriched in cluster c6) that cannot intuitively be coupled to B cells, but they also show enrichment in the “positive regulation of small molecule metabolic process” term. There are a large number of child terms (component GO terms) in this GO term, and it is not apparent which of them might be coupled to MYC in this context. Genes associated with the “cytokine–cytokine receptor interaction” KEGG term are also enriched in cluster c4. In cluster c5, enrichment was found for B-cell identity genes with functions in B-cell activation and differentiation, which are down-regulated. 

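Of 66 tested genes of a B-cell identity list, 43 were called falling in WT and 2 rising, and 45 were called when adjusted over the list alone. The median slope was -0.83 in WT, -0.96 in T58A and -0.79 in T58I (fry of edgeR for WT, adjusted p = 4.813e-08). Ltb (chromosome 17, 35194439 to 35196320) fell in WT from 21.5 ± 1.84 RPKM (SD, n = 3) to 0.785 ± 0.223 between 0 and 1000 ng/mL, a slope of -4.84 (standard error 0.62, edgeR adjusted p = 2.656e-09), and Rasgrp3 had a slope of -3.61. Ptprc, which encodes CD45, had a slope of -1.17. Among the clusters formed here, 20 of these genes were in the mixed cluster of 299 genes with the highest levels and 15 in the falling cluster of 558 genes.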

The enriched GO terms are not intuitively informative for cluster c6, although notably, this cluster is enriched in non-coding RNA transcripts, which are generally poorly annotated. The latter is also true for cluster c8 but here there is also an over-representation of down-regulated genes involved in chemotaxis. 

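Of 37 tested genes for chemotaxis, 27 were called falling in WT and 1 rising, and 28 were called when adjusted over the list alone. The median slope was -1.13 in WT, -1.11 in T58A and -1.08 in T58I (fry of edgeR for WT, adjusted p = 1.404e-08). The largest slopes belonged to Ccr1 with -5.71 (standard error 0.78, edgeR adjusted p = 1.024e-08) and Ackr3 with -4.72 (standard error 0.48, edgeR adjusted p = 8.86e-12). Both had low transcript levels, Ccr1 falling from 1.05 ± 0.0776 RPKM (SD, n = 3) to 0.0393 ± 0.0188 in WT, so that the size of these slopes is less certain than their direction. Of the falling cluster of 558 genes with high levels, 7 genes were on the list.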

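Ribosome biogenesis was followed with a list of 109 tested genes. Of these, 90 were called rising in WT, also when adjusted over the list alone, with a median slope of 1.17 in WT, 0.77 in T58A and 1.05 in T58I (fry of edgeR for WT, adjusted p = 3.021e-08). Polr1b (chromosome 2, 129100995 to 129126594) rose in WT from 4.35 ± 0.718 RPKM (SD, n = 3) to 38.7 ± 0.574 between 0 and 1000 ng/mL, a slope of 2.35 (standard error 0.41, edgeR adjusted p = 1.62e-06). Lyar rose from 18.2 ± 1.81 to 107 ± 3.51 RPKM, a slope of 2.02, and Nop56 from 30.9 ± 1.49 to 85.8 ± 1.66 RPKM, a slope of 1.30. Of these genes, 39 were in the rising cluster of 627 genes with a median of 45.8 RPKM and 39 in the rising cluster of 1223 genes with a median of 14.6 RPKM.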

Cluster c7, predominantly containing up-regulated genes with high expression values, has an over-representation of genes involved in ribosome biogenesis as well as mitotic nuclear division (also enriched in cluster c10). 

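Of 24 genes for purine synthesis, 22 were called rising in WT, also when adjusted over the list alone, with a median slope of 1.61 (fry of edgeR, adjusted p = 2.554e-07). Ak4 (chromosome 4, 101419277 to 101466995) rose from 1.77 ± 0.0642 RPKM (SD, n = 3) to 12.4 ± 1.62 between 0 and 1000 ng/mL, a slope of 2.61 (standard error 0.36, edgeR adjusted p = 1.236e-08), and Pfas from 4.54 ± 0.435 to 34.1 ± 0.799 RPKM, a slope of 2.33. For the metabolism of non-coding RNA, 37 genes for aminoacyl-tRNA synthetases were followed, of which 25 were called rising and 1 falling, and 26 when adjusted over the list alone. Their median slope was 0.82 (fry of edgeR, adjusted p = 2.28e-08), with 1.33 for Kars. In the clusters formed here, 10 of the purine synthesis genes were in the rising cluster of 1223 genes and 8 in that of 627 genes, and the synthetase genes were in the same clusters with 10 and 11.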

Cluster c9, principally containing up-regulated genes, has an over-representation of genes associated with purine metabolism, while cluster c10 is enriched in genes implicated in non-coding RNA metabolic processes, RNA binding and mRNA transport as well as mitotic nuclear division. Cluster c11, mostly containing up-regulated genes, has a weak enrichment of genes involved in cAMP-mediated signaling. Cluster c12 does not contain genes enriched in processes intuitively related to B cells, but does show weak association with some other GO terms. 

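The rising cluster formed here with the largest share of non-coding features held 508 genes. Of these, 382 were protein coding, 39 were processed pseudogenes, 25 antisense transcripts, 22 lincRNAs and 15 TEC features. Its median transcript level stayed at or under 1.12 RPKM in each of the 21 conditions. As the counting did not use the strand, reads counted for an antisense transcript may come from the gene on the other strand.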

Notably, clusters c11 and c12 contain about 25% non-coding RNAs, including lincRNAs, potential protein-coding transcripts that await validation (TEC) and other transcripts.

### 2.6. Comparison of Regulated Genes to Independently Identified MYC-Regulated Genes in an In Vivo Lymphoma Model and to Direct MYC-Target Genes

To further validate and characterize the cell model and the obtained gene expression results, we determined the extent to which the MYC level-associated genes identified in this cell system are related to genes regulated during lymphoma development in vivo by comparing our results with existing expression data for the Eµ-Myc mouse model of lymphoma [18]. In that study, Sabò et al. performed RNA-seq analysis (among other analyses) on isolated B cells at three stages of lymphomagenesis, each with different and progressively increasing MYC levels. We observed a large significant overlap (3991 genes, 55%) between the genes with significantly changed transcript levels in response to WT MYC in this study and the genes with significantly altered transcript levels in the in vivo study by Sabò et al. (Figure 5A), which corresponds to 68% of the regulated genes identified in the Eµ-Myc model data. In general, the genes regulated during lymphoma development in vivo were well represented throughout the 12 clusters that describe the data from the present study (Figure 5B). Notably, there was a significant over-representation of intersecting genes in clusters c3, c7, c9 and c10, which were functionally classified as containing genes involved in the cell cycle, ribosome biogenesis, purine metabolism and pyrimidine metabolism and RNA-related processes (Figure 4).

Using SLAM-seq to identify direct MYC targets (genes for which the level of nascent transcripts was changed after rapid reduction in MYC levels), Muhar et al. identified a 100 gene signature that correlated well with genes regulated in a wide range of human cancers characterized by highly de-regulated MYC and where high MYC expression is a negative prognostic factor [21]. Eighty-eight of the human signature genes had reliably detectable orthologues in mouse cells, and of these, 71 significantly overlapped with the set of significantly regulated genes identified in the present study (Figure 5C). There was also an enrichment of direct MYC target genes among the most significantly changed genes in the present study (Figure 5D). A similar enrichment was found for the overlap of differentially regulated genes from the present study and a list of 668 direct MYC target genes that was identified using a murine B cell line [20] (Supplementary Figure S6).

The 71 genes that were common to the direct MYC target genes identified by Muhar et al. had canonical E-box motifs significantly closer to the TSS than non-regulated genes (median distance: 169 bp as compared to 965 bp for the non-regulated genes, resampling *p*-value = 0.0046). A significant enrichment for the 71 direct target genes was observed in the up-regulated clusters c7, c9 and c10 (Supplementary Figure S7).

We conclude that the MYC level-associated genes identified in this study, and particularly the 1886 genes making up clusters c7, c9 and c10, cross-validate well in relation to genes that change during lymphoma development in the Eµ-Myc in vivo lymphoma model as well as human signature genes that are characteristic for a wide range of human cancers with highly de-regulated MYC expression and high MYC levels as a negative prognostic factor.

### 2.7. Genes That Respond Differently in Response to MYC Level in Cells Expressing Lymphoma-Associated MYC Mutants Compared to Wild Type MYC

A subset of MYC level-associated genes responded significantly differently to increasing levels of MYC, depending on the mutant status of the expressed MYC protein (WT, T58A or T58I, Figure 6A and Supplementary Table S1). For most genes, the differences in the MYC level-associated regulation pattern between cells expressing different MYC proteins do not reach statistical significance (*n* = 6652, Figure 6A subset A). However, 306 genes show significant changes in relation to the MYC level in one or both mutants, but not in the WT MYC cells (Figure 6A, subsets B, C and F). 

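Of the 7628 genes called in at least 1 of the 3 comparisons, 6716 were called for the slope in WT only and make up the counterpart of subset A, with 3235 rising and 3481 falling in WT. The slope had the same sign as in WT for 6583 of them in T58A and for 6617 in T58I. A missing call of a difference is not a test that the slopes are the same. With the concentration as a factor the subset held 1599 genes, the alternative with the largest effect on it.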

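In the same fit, 327 genes had a different slope in a mutant and no called slope in WT. Of these, 62 were called for T58A only (subset B), 250 for T58I only (subset C) and 15 for both (subset F). In subset C, 171 of 250 genes had a higher slope in T58I than in WT, and the median slope was 0.07 in WT, 0.02 in T58A and 0.71 in T58I. In subset B, 49 of 62 genes had a lower slope in T58A, and the median was -0.08 in WT, -0.79 in T58A and -0.04 in T58I. Of the genes named in Figure 8, Zfp667 belongs to subset C, with a slope of -0.16 in WT, 0.06 in T58A and 1.21 in T58I. Its slope in T58I differed from that in WT by 1.37 (edgeR adjusted p = 4.593e-06).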

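A called slope in WT together with a different slope in a mutant was found for 585 genes, of which 191 differed in T58A only (subset D), 302 in T58I only (subset E) and 92 in both (subset G). In each of these subsets most genes fell in WT, 139 of 191 in D, 206 of 302 in E and 74 of 92 in G. The median slope in subset D was -0.69 in WT, -0.06 in T58A and -0.46 in T58I, and in subset E it was -0.55 in WT, -0.26 in T58A and 0.00 in T58I. The sign of the slope was that of WT for 147 of the 302 genes of subset E in T58I, and for 52 of the 92 genes of subset G in each mutant.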

A further 611 genes are regulated in cells expressing all three proteins but differentially in one or both mutants compared to WT (Figure 6A, subsets D, E and G). It is notable that there are many more genes differently regulated in only one of the mutants individually compared to WT (Figure 6A, subsets B, C, D and E, *n* = 803) than there are genes that are differently regulated in both mutants, relative to WT (Figure 6A, subsets F and G, *n* = 113).

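Subsets B, C, D and E together held 805 genes, and subsets F and G, with a difference in both mutants, 107 genes. Both mutants were compared with the same WT libraries, which by itself makes their differences from WT resemble each other. In counts simulated for these libraries with both mutants at the WT means, 0 genes were called for either mutant and 13 of 14146 reached an unadjusted p under 0.05 in both, against 1366 in the measured counts. Across genes, which are not independent replicates, the slope differences of T58A and T58I had a correlation of 0.393, and in the simulated counts 0.527.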

An enrichment analysis using the KEGG pathway database for each of the mutant-specific subsets in Figure 6A (sets B–G) yielded few significantly enriched functional categories of interest, plausibly due to the small size of the gene subsets (Supplementary Figure S8). Instead, sets A–G were tested for gene intersections with clusters c1–c12 and significant over- and under-representations of genes were found for several intersections in relation to the intersection sizes expected for a random assortment of genes between clusters (Figure 6B). For example, for genes in Set G, where the MYC-level response of genes differed in both mutants relative to WT, there is an under-representation of growth- and proliferation-related genes represented by cluster c10, a cluster which is otherwise a strong over-representation of Set A genes, which are similarly regulated in cells expressing wild type and mutant MYC proteins. Conversely, Set G genes are over-represented in cluster c5 and c8 genes, which are characterized by down-regulated genes involved in, e.g., B-cell differentiation and chemotaxis, suggesting that the mutant MYC proteins show a significant propensity to affect the expression of genes in these clusters differently from the wild type.

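In the clusters formed here, 2 of the 92 genes of subset G were in the rising cluster of 1223 genes, where 14.8 would be expected (Fisher's exact test, two-sided, adjusted over 84 pairs of subset and cluster, p = 0.001068). Subset A was over-represented in the rising cluster of 627 genes with high levels, with 574 genes where 552 would be expected (Fisher's exact test, adjusted p = 0.03558). These 2 clusters share most of the genes for ribosome biogenesis, DNA replication and G2/M. The other 2 pairs of these subsets and clusters did not pass. Subset G had 11 genes in the cluster of 627 genes where 7.56 would be expected (Fisher's exact test, adjusted p = 0.5251). Subset A had 1099 in the cluster of 1223 genes where 1077 would be expected (Fisher's exact test, adjusted p = 0.1624). For subset G, the falling cluster of 558 genes held 10 genes where 6.73 would be expected, a difference within chance (Fisher's exact test, adjusted p = 0.5378). The falling cluster of 368 genes held 10 where 4.44 would be expected, which did not pass either (Fisher's exact test, adjusted p = 0.07692). The median slope of subset G was -0.82 in WT, -0.10 in T58A and -0.08 in T58I, so the median fall was smaller in both mutants. The slope was higher than in WT for 74 of the 92 genes in T58A and 76 in T58I. The slope kept the sign of WT for 52 genes in each mutant.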

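Across the 84 pairs of the 7 subsets and the 12 clusters formed here, 11 had an adjusted p under 0.05 (Fisher's exact test, two-sided). Of these, 3 pairs belonged to subset A, 3 to subset C, 2 to subset D and 1 each to subsets E, F and G, while subset B had its smallest adjusted p at 0.05717. In subset C, 48 genes were in a rising cluster of 719 genes where 23.6 would be expected (Fisher's exact test, adjusted p = 0.0001131), and 16 in a falling cluster of 958 genes where 31.4 would be expected (adjusted p = 0.0251). With the subsets taken from a fit on log2(dose + 25), the number of pairs was 21, the largest among the alternatives.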

The gene sets showing most over/under-representation in different clusters are those associated with differences compared to WT for each mutant individually (Figure 6B, Sets B, C, D and E). Interestingly, both mutants individually differentially regulate genes that are over-represented in cluster c3 (Sets D and E), a cluster which is enriched in genes involved in DNA replication and the entry into mitosis. 

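Subset D had 16 genes in the rising cluster of 1223 genes where 30.6 would be expected (Fisher's exact test, adjusted p = 0.03083), and subset E had 41 where 48.4 would be expected (adjusted p = 0.5378). In the rising cluster of 627 genes, subset D had 1 gene where 15.7 would be expected (Fisher's exact test, adjusted p = 0.0001177) and subset E had 16 where 24.8 would be expected (adjusted p = 0.286). Of the 92 listed genes for G2/M and mitosis, 0 were called for a different slope in T58A and 15 in T58I, and an unadjusted p under 0.05 was reached by 10 and 80 (edgeR's quasi-likelihood test). Of the 66 listed genes for DNA replication, 0 were called in either mutant, and an unadjusted p under 0.05 was reached by 17 in T58A and 25 in T58I.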

Interestingly, A-subset genes, which do not exhibit significant differential regulation by the different MYC proteins, are significantly under-represented in cluster c3 genes. 

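Subset A was under-represented in 1 of the clusters formed here, a rising cluster of 719 genes with a median of 5.03 RPKM, which held 606 of its genes where 633 would be expected (Fisher's exact test, adjusted p = 0.0251). Of the 40 genes for homologous recombination, 14 were in that cluster. It was over-represented in the cluster of 490 genes with the lowest levels, with 450 genes where 431 would be expected (Fisher's exact test, adjusted p = 0.04715).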

As for Set G genes, Set D and E genes are instead strongly underrepresented in cluster c10 genes, where Set A genes are strongly over-represented. 

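For the lists of genes for DNA replication and for G2/M and mitosis, the slopes of each mutant were tested against those of WT with fry of edgeR, adjusted over the 4 tests. In T58I the G2/M and mitosis genes had a higher slope than in WT, with a median difference of 1.38 (adjusted p = 0.02121), and the DNA replication genes a median difference of 0.91 (adjusted p = 0.1608). In T58A both lists had lower slopes than in WT, with median differences of -0.87 for DNA replication and -0.66 for G2/M and mitosis (adjusted p = 0.1608 for each). The difference for G2/M and mitosis in T58I did not hold with any replicate number left out in turn (adjusted p from 0.0723 to 0.1077). It was clearest with the level of the human MYC transcript in place of the concentration (adjusted p = 0.000186) and also held on log2(dose + 25), on the rank of the concentration and with the replicate block. On log2(dose + 25) both lists differed in T58A (adjusted p = 0.0495). With the transcript level, the difference for DNA replication in T58A changed its direction (adjusted p = 0.8922). The median slopes in T58I were 2.50 for DNA replication and 2.36 for G2/M and mitosis, and in T58A 0.60 and 0.29. These slopes are linear in the concentration and do not rank the genotypes by their response at low concentrations. From 0 to 25 ng/mL the median log2 fold change of the G2/M and mitosis genes was 1.63 in T58A, 0.69 in WT and 0.03 in T58I. For the DNA replication genes it was 1.87, 0.68 and 0.03. At the lowest concentration the order of the genotypes was thus the reverse of that of the slopes.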

Taken together, this suggests that the regulation of a group of genes important for mitotic entry and DNA replication tends to be affected by the substitution of threonine 58 with alanine or isoleucine, while cluster 10 genes, important for a range of growth and proliferation processes, tend not to be affected by the mutations.

Since the gene regulation program underlying lymphomagenesis involves the regulation of normal MYC target genes that are also required for MYC’s role in the growth and proliferation of normal lymphocytes [17], we reasoned that such genes might be overrepresented in Set A genes, while genes differentially regulated by mutant MYC proteins might represent a group of genes characterized by abnormal MYC target genes more specifically associated with lymphomagenesis. Consistently, there is a highly significant overlap between Set A genes and a group of MYC target genes regulated during normal lymphocyte activation identified previously [17] (*n* = 4140) (Figure 6C). Interestingly, the overlap between these genes and genes differentially regulated by one or both MYC mutants compared to wild type MYC was too small to reach statistical significance. This result supports the idea that substitution mutants affecting the MYC protein may augment its oncogenic role during lymphomagenesis by extending the repertoire of available MYC target genes.

### 2.8. Differences in MYC-Level Associated Gene Regulation between WT, T58A and T58I

The progressive occupancy of MYC binding sites with progressively reduced affinity in response to increasing levels of MYC has been shown to be important for understanding the normal function of MYC as well as its function in cancer progression [16]. 

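Over all 14146 tested features, the median absolute log2 fold change between 0 and 25 ng/mL was 0.44 in T58A, 0.18 in WT and 0.09 in T58I. Between 300 and 600 ng/mL the order was the opposite, with 0.08 in T58A, 0.11 in WT and 0.18 in T58I. The sensitivity of a gene was taken as the log2 of its fold change from 0 to 25 ng/mL divided by its fold change from 300 to 600 ng/mL. It differed between T58A and T58I for 5199 features (edgeR's quasi-likelihood test, adjusted p under 0.01, no fold change required), of which 3051 were higher and 2148 lower in T58A. A lower value includes genes that fall more strongly in T58A, as the measure keeps the sign of the change.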

As shown by Figure 3, it is evident that the T58A mutation increases the MYC response sensitivity of many genes. A gene set enrichment analysis (GSEA) was thus performed using a pre-ranked list based on the sensitivity of gene expression to the level of MYC in T58A compared to T58I (details can be found in Materials and Methods), together with gene sets from the KEGG pathway database, GO terms for biological processes and a list of curated hallmarks [25]. Twenty-nine significantly enriched gene sets were found (adjusted *p*-value ≤ 0.05 and absolute normalized enrichment score ≥ 1.7, Supplementary Table S4). For the majority of the selected gene sets, the sensitivity to the level of MYC was higher for T58A than for T58I, and these sets represented different aspects of the cell cycle and genome integrity processes. 

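The difference in sensitivity between T58A and T58I was tested for the 9 gene lists with fry of edgeR, adjusted over the lists. The largest median difference belonged to the 66 genes for DNA replication with 2.24 (adjusted p = 7.144e-32), all of which were higher in T58A. For G2/M and mitosis it was 1.87 (adjusted p = 1.439e-26, 91 of 92 genes higher) and for homologous recombination 1.502 (adjusted p = 1.931e-26, 34 of 40 genes higher). For purine synthesis it was 1.49 (23 of 24 genes higher), for ribosome biogenesis 0.90 (106 of 109) and for the aminoacyl-tRNA synthetases 0.69 (33 of 37), with adjusted p-values of 1.346e-25, 9.241e-17 and 1.518e-18. The lists that fell with the MYC level had negative differences, of -0.67 for B-cell identity (8 of 66 genes higher in T58A), -0.65 for chemotaxis (7 of 37) and -0.71 for the 8 innate detection genes (1 of 8), with adjusted p-values of 4.38e-21, 8.386e-17 and 3.556e-09. When absolute log2 fold changes were compared in place of signed ones, these became 0.61, 0.82 and 0.64, so that by the medians the response to the lowest concentration was the larger one in T58A for these lists too. For the innate detection genes this difference of absolute changes no longer passed the threshold for lists. Between 0 and 25 ng/mL, the median log2 fold change of the DNA replication genes was 1.87 in T58A, 0.68 in WT and 0.03 in T58I, and that of the G2/M and mitosis genes was 1.63, 0.69 and 0.03. The human MYC transcript itself had a sensitivity of 1.71 in T58A and -0.22 in T58I, a difference of 1.93 (edgeR adjusted p = 8.089e-15). The differences of the lists therefore do not tell the mutation and the level of the transcript apart.

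**Figure D3:**
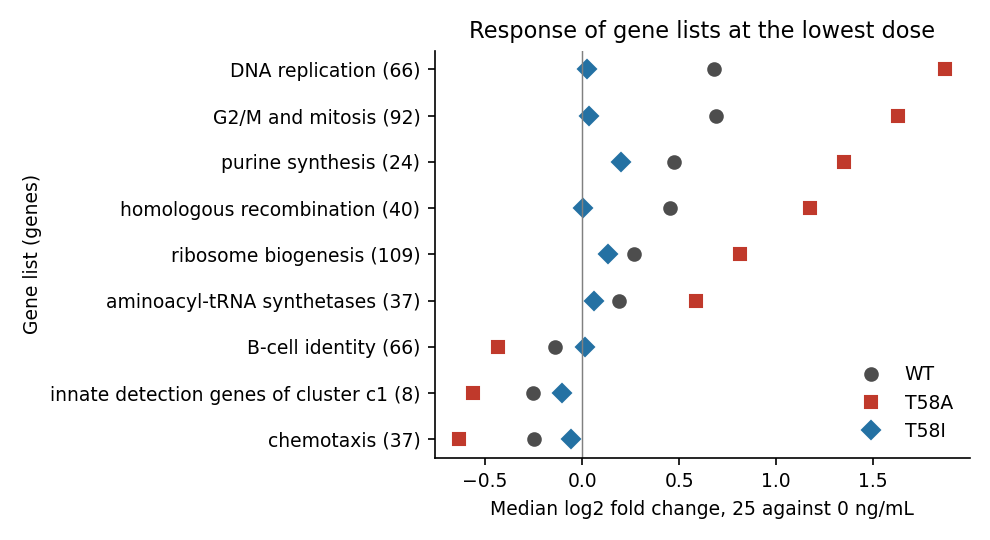
Median log2 fold change between 0 and 25 ng/mL doxycycline of 9 gene lists, with the number of tested genes in brackets. Each symbol is a genotype. T58A lies farthest from 0 in each list, with 1.87 for DNA replication and -0.63 for chemotaxis.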

Only one set (biological process—peptide cross linking) was found where sensitivity was higher in the T58I mutant. Results for a selection of pathways with strong enrichment are presented in Figure 7.

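The T58I response was compared with that of WT at equal concentrations and at closer levels of the human MYC transcript, as the change from 0 ng/mL in each genotype (edgeR's quasi-likelihood test, adjusted p under 0.01 and a 2-fold difference). At 600 ng/mL it differed for 592 genes, 475 of them with a higher log2 fold change in T58I, and at 1000 ng/mL for 540 genes, 426 of them higher. Between T58I at 600 ng/mL and WT at 100 ng/mL, where the levels of the transcript lay closer together, the response differed for 391 genes, 263 of them higher in T58I. Between T58I at 1000 ng/mL and WT at 300 ng/mL it differed for 473 genes, 288 of them higher. Mcm6, a gene for DNA replication, stood at 15.6 ± 0.507 RPKM (SD, n = 3) in T58I at 25 ng/mL, against 40.3 ± 1.86 in WT and 112 ± 2.73 in T58A. At 300 ng/mL it had reached 81.7 ± 2.49 in T58I, 153 ± 6.06 in WT and 147 ± 1.22 in T58A, and at 1000 ng/mL 133 ± 0.918, 160 ± 4.31 (159.6 before rounding) and 147 ± 0.555. Plk2, which falls, stood at 1076 ± 94.9 RPKM in T58I at 25 ng/mL, against 217 ± 12.1 in WT and 104.7 ± 5.57 in T58A.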

The sensitivity of the T58I mutant protein is lower than WT and T58A with respect to the induction of cell cycle entry, cell growth and cell proliferation (Figure 1), and a similar pattern is seen for MYC-dependent regulation of many functionally relevant genes (Figure 3, Figure 4 and Figure 7B). Thus, the effect of T58I on these functions cannot easily account for its oncogenic role. As an alternative way to find genes with specific responses to MYC in T58I, we identified T58I-associated genes (subsets C, E, F, G) that differed from WT or T58A by ≥1.2-fold at an intermediate doxycycline concentration (300 ng/mL). 

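Of the 659 genes with a different slope in T58I (subsets C, E, F and G), 626 differed in their mean at 300 ng/mL from WT or T58A by at least 1.2-fold. With a threshold of 1.5-fold the number was 417. Among the 626, T58I was lower than both for 224, higher than both for 196 and between them for 206. These numbers describe means of 3 libraries and were not tested.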

Figure 8A shows examples of genes that reflect the predominant pattern in which T58I exhibits lower sensitivity compared to WT and T58A. 

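Of the 12 genes of Figure 8A, 9 were called for a different slope in T58I, and 11 had a lower mean in T58I at 300 ng/mL than in both WT and T58A. Their median slope over all concentrations was 0.26 in WT, 0.18 in T58A and 1.66 in T58I, since their levels in T58I kept rising at the higher concentrations. Dlgap5 stood at 9.14 ± 0.225 RPKM (SD, n = 3) in T58I at 300 ng/mL, 14.7 ± 0.208 in WT and 9.91 ± 0.384 in T58A, and its slope differed from that of WT by 1.42 (edgeR adjusted p = 0.0001866). Cenpc1, Kif2c and Nek2 were not called, with adjusted p-values of 0.0127, 0.0106 and 0.0101 from edgeR's quasi-likelihood test.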

Many of the selected genes represent functions required for cell cycle progression where the lower activity of T58I could contribute to its lower functionality in driving the cell cycle (see Figure 1). However, there are genes showing the opposite pattern in which T58I exhibits a higher level of activity than one or both the other MYC proteins (Figure 8B). 

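All 12 genes of Figure 8B were called for a different slope in T58I. At 300 ng/mL the mean in T58I was higher than in both WT and T58A for 8 of them and lower than in both for 1. Their median slope was 0.10 in WT, 0.41 in T58A and 1.13 in T58I. Ckap4 (chromosome 10, 84526305 to 84534062) stood at 20.0 ± 0.540 RPKM (SD, n = 3) in T58I at 300 ng/mL, 14.1 ± 1.15 in WT and 18.8 ± 0.319 in T58A. Its slope was 1.25 in T58I and 0.23 in WT, a difference of 1.02 (edgeR adjusted p = 0.0003374).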

The selected group contains signaling proteins and it links to the cell cycle, cell structure and the cell membrane/secretion system, as well as functions that have previously been studied in neural cells. Figure 8C contains genes that show an opposite pattern of MYC-dependent regulation in T58I compared to WT and T58A. 

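All 12 genes of Figure 8C were called for a different slope in T58I, and each had a slope of the opposite sign to those in WT and T58A. Their median slope was 0.45 in WT, 0.32 in T58A and -0.34 in T58I. Among the 626 genes, the slope in T58I was opposite in sign to both others for 192. Mettl17, with the smallest adjusted p among these 12, had a slope of 0.42 in WT, 0.19 in T58A and -0.24 in T58I (edgeR adjusted p = 2.535e-07 for the difference from WT). In T58I its level was 16.8 ± 0.581 RPKM (SD, n = 3) at 0 ng/mL and 14.7 ± 0.330 at 1000 ng/mL, and in WT 8.41 ± 0.0808 and 11.2 ± 0.496.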

Many of the genes are involved in aspects of metabolism, cell cycle or transcriptional regulation. For example, the MNT protein is a competitive inhibitor of MYC due to the formation of heterodimers at MYC binding sites with the Max protein. 

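The level of Mnt (chromosome 11, 74830920 to 74845725) fell in T58I from 27.9 ± 2.27 RPKM (SD, n = 3) at 0 ng/mL to 20.3 ± 0.465 at 1000 ng/mL, a slope of -0.51. In WT it stood at 17.5 ± 0.720 RPKM at 0 ng/mL and 20.1 ± 1.74 at 1000 ng/mL, a slope of 0.35 (standard error 0.13) that was not called at the threshold used (edgeR adjusted p = 0.01342). In T58A it stood at 24.2 ± 1.72 and 30.4 ± 2.93 RPKM, a slope of 0.40. The slope in T58I differed from that in WT by -0.86 (standard error 0.18, edgeR adjusted p = 0.0006846), and the slope in T58A by 0.05 (adjusted p = 0.8835). At 300 ng/mL the levels were 21.0 ± 0.725 RPKM in T58I (20.95 before rounding), 16.5 ± 0.253 in WT and 34.8 ± 1.12 in T58A, which places T58I above WT at that concentration. The Max gene had slopes of 0.27 in WT, 0.32 in T58A and 0.31 in T58I.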

In T58I, MNT is down-regulated, perhaps serving to augment the level of MYC activity, while in WT and to a greater extent in T58A, it is up-regulated, perhaps in order to abrogate MYC activity. Taken together, the results show that there are a number of genes whose differential regulation by T58I compared to WT or T58I could contribute to T58I-specific oncogenic mechanisms, but it is not possible to show enrichment in specific functional categories of genes.

Different genes require the recruitment of different repertoires of co-activator and co-repressor proteins for their regulation, and the MBI region in the MYC N-terminus is known to be important for interactions with many MYC partner proteins, as well as for regulating MYC activity and stability [26]. Since flexible MYC conformation is important for coupled binding and folding mediated protein interactions [27,28], it is conceivable that the T58I mutation could affect the conformational properties of MBI, and thereby its interaction with all or a subset of MYC partner proteins. Indeed, we showed previously that T58I but not T58A is predicted to affect the level of disordered conformation in MBI [29]. Figure 8D shows that the backbone flexibility (Dynamine) and protein interaction propensity (Anchor) of MBI are predicted to be lower for T58I compared to WT and T58A. There is no effect of the mutations on the predicted alpha-helical propensity of a previously identified transiently alpha-helical region (residues 47–53) [9] immediate N-terminal to residue 58 in MBI (Helix Agadir).

## 3. Discussion

Here, we present and characterize the roles of MYC in B-cell lymphoma development in B cells that are primed for MYC-induced lymphoma onset by the over-expression of anti-apoptotic factors (BCL2L1 and BMI1) and that therefore directly and progressively adopt a lymphoma-like phenotype as MYC levels are increased. Analogous cells to those described here cause rapid lymphoma development in vivo [3]. The cell system benchmarks well against previous knowledge from many in vivo and in vitro studies that have identified genes targeted by over-expressed MYC. To our knowledge, this is the first study to identify MYC target genes in relevant B cells that directly convert to lymphoma cells in response to increasing wild type or mutant (T58A and T58I) MYC levels, due to the prior disruption of apoptosis- and cellular senescence-inducing pathways.

### 3.1. Genes Regulated in Response to Progressive Increase in Wild Type MYC

As would be expected during lymphoma onset, the progressive increase in MYC levels in this study was associated with increased cell growth, entry of the transduced cells into the cell cycle and cell proliferation with increased expression of relevant underlying genes. Concordantly, genes related to differentiated B-cell characteristics were down-regulated in response to increasing MYC levels. Notably, gene clusters, defined by MYC level-dependent changes in transcript levels and MYC genotype, showed few overlaps in terms of the functional categories for which enrichment of genes was found. This suggests that values for target gene expression level, the direction and sensitivity of MYC-mediated regulation and MYC genotype is sufficient, at least in this case, to define gene sets with different cellular functions. It is evident that target gene expression level weighs heavily in the clustering process (Figure 3), and this is therefore an important parameter defining gene function in this context. MYC level, associated with the sensitivity and direction of target gene response, also seems to be associated with different classes of genes as has also been observed in analogous studies in an osteosarcoma cell line [16].

MYC dysregulation is implicated in the onset and progression of several hematological malignancies, and its involvement ranges from being disease-defining, as in Burkitt’s lymphoma [30], to cases where increased MYC expression, by means of deregulation or amplification events, is correlated with an inferior clinical outcome [1]. Recent global gene expression studies have largely focused on identifying genes directly regulated by wild type MYC in relation to experimentally detected MYC binding sites or in relation to E-box sequences in P493-6 cells [20,31], U2OS cells [16,19], B- and T-splenocytes [32] or in the Eµ-Myc mouse model [18], collectively showing that MYC has the capacity to increase or decrease the expression of large and diverse, yet discrete sets of genes in different cellular backgrounds. The number of regulated genes upon increased MYC levels in this study (*n* = 7569) was comparable to previous results using the Eµ-Myc transgenic mouse model, and the large overlap with regulated genes in that study indicates that this in vitro system faithfully recapitulates major parts of the MYC-driven lymphomagenesis process observed in vivo [18].

Genes regulated in response to MYC over-expression across different model systems have identified common themes related to basic cellular functions such as ribosome biogenesis, RNA processing and biomass accumulation, suggesting a conserved role for MYC in these processes [33]. Indeed, the same processes are regulated by MYC in normal B-cells [17], as well as by the MYC orthologue in *Drosophila melanogaster* [34]. MYC has consistently been shown to be a direct regulator of gene transcription by RNA polymerases I and III, in addition to its role in protein-coding gene transcription, and has thus been suggested to be an overall coordinator of growth-related transcription [35,36,37]. Mice with either insufficient MYC or reduced ribosome biogenesis have a slower incidence of MYC driven lymphomas [38,39], and an inhibitor of RNA polymerase I transcription is in clinical trials in patients with hematological malignancies [40]. Consistent with previous studies, clusters c7 and c10 contain genes involved in ribosome biogenesis and rRNA/tRNA processing with predominantly increasing transcript levels in response to increasing MYC levels [18,22]. Interestingly, promoter regions for genes with functions in ribosome biogenesis also have the highest affinity for MYC binding [16], and in the present study, many such genes are highly induced at relatively low MYC levels.

Another study, using RNA-seq measurements of nascent RNA upon abrupt MYC depletion, found that 36% of all factors involved in ribosome biogenesis were directly regulated by MYC, as were regulators of adenosine 5′-monophosphate (AMP) metabolism and de novo purine synthesis [21]. These observations are consistent with the present study, where an enrichment of genes involved in purine metabolic processes and cAMP-mediated signaling are found in the up-regulated clusters c9 and c11, respectively [21]. Regulation of purine metabolism by MYC has been described before in a B-cell context [41]. The gene signature with direct MYC targets has been validated across 5583 patient samples representing a diverse set of human malignancies [21], and the observed strong overlap with the present study serves as another strong validation for this model system and the results obtained in relation to lymphomagenesis.

The observation that canonical E-boxes in the predominantly up-regulated clusters c3, c7, c9, c10 and c11 were more frequently close to the TSS of genes or were closer to the transcription start sites than for non-regulated genes was indicative of a likely direct regulation of many of these genes by MYC. This conclusion is further supported by the significant enrichment of the experimentally determined direct target genes [21] in clusters c7, c9 and c10. Cluster c5 is also enriched in genes with canonical E-boxes close to the TSS, but almost all genes in this cluster are down-regulated. Low-affinity E-boxes have previously been associated with genes that are down-regulated in response to activated MYC [16], but the potential role of MYC as a direct repressor of gene regulation remains to be conclusively established. The *p*-value for cluster c5 is close to the significance threshold, and thus our data do not contribute strongly to the resolution of this issue.

Taken together, the results confirm previous knowledge about gene programs regulated by wild type MYC in normal and cancer cells, and show that this knowledge also applies in the context of normal B cells primed for MYC-driven transformation to a lymphoma phenotype by prior ablation of pathways leading to the induction of apoptosis and cellular senescence.

### 3.2. Role of Lymphoma Associated MYC Mutations

Perhaps the most important result of this study is that substitution of T58 by alanine or isoleucine causes opposite phenotypic effects in this lymphoma model. The T58A mutant drives cell growth, cell cycle entry and cell proliferation more strongly than wild type MYC, while the opposite is true for the T58I mutation. At least part of the increased sensitivity of the T58A mutant is likely associated with its higher expression level, which probably results from increased protein stability resulting from the absence of T58 phosphorylation, as has previously been shown in other contexts. However, it is apparent that this mechanism is insufficient to account for the role of T58 mutations in lymphoma development. This is because (i) the T58I mutant is not expressed at a detectably higher level than the wild type, even though it cannot be phosphorylated at residue 58, and (ii) the resulting phenotype for T58I is the opposite of the T58A phenotype, indicating that different oncogenic mechanisms associated with the different substituting amino acids must be involved. The differences between T58A and T58I at the level of phenotype are further established at the level of gene regulation, both in terms of the largely distinct sets of genes that are differentially regulated by the mutants and at the level of the distinct effects of the mutations in relation to the wild type on the expression pattern of numerous genes. Interestingly, gene cluster c3 that is characterized by cell-cycle related functions, is over-represented in the set of genes that are differently regulated in T58A- or T58I-expressing cells compared to cells expressing WT MYC. Thus, both mutations appear to impact on cell cycle functions but via different sets of genes and mechanisms. In this respect, it is also important to note that the gene models for most regulated genes do not reveal statistically significant differences between the wild type and mutant MYC proteins.

While this type of systematic study of lymphoma-associated mutations has not been performed previously, some previous studies have been performed in rat fibroblast cell lines [10,21]. Consistently, these studies showed higher expression of T58A mutant proteins compared to T58I, which was similar in expression level to the wild type. This corresponded to a much larger effect of the alanine substitution on MYC protein stability compared to the isoleucine substitution that caused only a low level of stabilization. Similarly to the present study, the fibroblast-based studies showed that while many genes were regulated similarly in wild type and mutant MYC-expressing cells, there was also a large group of genes that were differentially regulated in mutant MYC expressing cells (T58I and E39D). Consistent with the present study, T58A was associated with a higher transformation frequency compared to wild type MYC, while T58I led to lower transformation frequency than the wild type. The difference may be associated with the reduced phosphorylation of S62 that is observed in this T58I but not T58A, since S62 phosphorylation is required for activation of MYC [10]. Thus, at least some aspects of the present results appear to reflect general characteristics of the mutant MYC proteins that also apply outside the lymphoma context.

### 3.3. Difference between T58A MYC and T58I MYC

It is important to note that in lymphoma, mutations of T58 are observed in the context of MYC proteins that are over-expressed due to genetic rearrangements. In many cases, such rearrangements lead to lymphoma in the absence of mutations in MYC. Amino acid substitution mutations such as T58A and T58I should therefore be regarded as oncogenic events that augment the effects of oncogenic genetic rearrangements. It has been noted previously in rat fibroblast cell lines [10] that most lymphoma-associated amino acid substitution mutations in MYC reduce its transformation activity in in vitro assays, and these include T58I, which is one of the most frequently occurring lymphoma-associated MYC mutations. Conversely, T58A is rarely observed in the clinic, but causes higher than wild type transformation activity. However, MYC is an enigmatic protein that induces processes that are positive for oncogenesis, such as cell growth, cell cycle entry and cell proliferation as well as negative processes, such as apoptosis and the induction of cellular senescence. The same study showed that T58I induced wild type levels of apoptosis, while T58A MYC induced lower levels of apoptosis. Consistently, the T58A mutation has previously been reported to uncouple the role of MYC as an inducer of cell growth and proliferation from its induction of apoptosis during lymphoma onset [12]. We could not meaningfully measure the effects on apoptosis or senescence in this study due to abrogation of these pathways in the cell model, but taken together with previous work, it seems that the uncoupling mechanism provides the most plausible explanation for the augmenting effect of the T58A mutation.

Since MYC induces processes that are both positive and negative for tumorigenesis, a second strategy for optimal tumorigenesis may be to establish a level of MYC activity that optimizes the balance between positive and negative processes. Indeed, there is evidence that positive process genes are activated by lower levels of MYC than negative process genes [42]. In a scenario where MYC is over-expressed at higher than optimal levels, there would be an opportunity for mutations that reduce MYC activity to be selected, thus optimizing its tumorigenicity. This would thus be one way to account for the common occurrence of reduced-activity mutations such as T58I in lymphomas, particularly those such as Burkitt’s lymphoma, where MYC activation is known to be the primary driver.

A further possible explanation for the role of T58I in tumorigenesis, which is not mutually exclusive to the previous one, is that T58I enhances the MYC-dependent activation of important tumorigenic processes, other than cell growth and proliferation, by activating a subset of genes more efficiently than WT MYC. For example, migration towards and adherence to stromal cells in microenvironments has been shown to enhance the survival properties of some lymphoma cells (see [43] and references therein). While T58I MYC is less active than WT and T58A MYC for the regulation of most genes, the group of genes that are differentially regulated in T58I compared to WT does contain a set of genes that are more efficiently regulated by T58I or where the direction of regulation differs in T58I compared to WT or T58A MYC. We were not able to show statistical support for the over-representation of genes with particular functions in this gene set, but the set contains genes involved in signaling and gene regulation processes as well as metabolism that potentially could be associated with appropriate functionality changes in lymphoma cells.

It was suggested previously that the T58A and T58I mutations may cause different changes to local protein conformation, leading to quantitative or qualitative changes in the interaction of MYC with partner proteins [10]. There is consistent evidence that the MYC N-terminus is a conformationally disordered region and that conformational changes accompany interactions with partner proteins as part of a coupled binding and folding interaction mechanism [9,27,28,44]. Recently, the stability of protein regions with transient alpha-helical conformation has been shown to be an important modulator of activity for this kind of protein domain, see [45] and references therein, but neither T58A nor T58I is predicted to affect the transient alpha-helical region immediate N-terminal of T58. However, the Dynamine predictor of protein backbone dynamics predicts an increased backbone rigidity in the T58I mutant that is not seen for T58A, and the Anchor predictor predicts a greater reduction in protein interaction propensity for T58I than for T58A. It is thus possible that the transient extended proline-rich structure reported previously between residues 55 and 63 [9], which is characterized by restrained backbone dynamics, is stabilized in T58I but not T58A, leading to a more rigid conformation with lower propensity for coupled binding and folding. This provides a hypothetical model for differential effects of isoleucine and alanine substitutions of T58 on qualitative or quantitative aspects of interactions between MYC and partner proteins.

## 4. Materials and Methods

### 4.1. Preparation of Mouse Primary B-Cells

Ethical permission for the use of mouse primary B-cells was obtained from the Stockholm Norra Djurförsöksetiska Nämnd (Dnr. N375/12). Following local and national guidelines, splenic cells from C57BL/6 mice were prepared and stimulated with 25 µg/mL of LPS (Sigma-Aldrich, St. Louise, MO, USA) in RPMI medium with supplements, as described previously [3]. Generally, the percentage of B cells in the freshly isolated splenocyte populations is around 45% and the transduction frequency of mitogen activated B-cells is close to 50%. Obtained RNA sequencing data for the EGFP transcript, commonly expressed by each of the transduced cell populations, shows that EGFP is expressed slightly lower in the cell populations expressing mutant MYC proteins compared to wild type (T58A 0.57-fold; T58I 0.45-fold). This may indicate a slightly lower transduction efficiency for constructs expressing mutant MYC proteins in relation to the wild type.

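Over the 21 libraries of each genotype, the mean RPKM of the EGFP transcript in T58A was 0.575 times that in WT, and in T58I 0.433 times (permutation test of 21 against 21 libraries, two-sided, p = 1e-05 for each, the smallest that 100000 permutations can give). The libraries of a genotype come from 1 transduced population. The p-values therefore measure the spread between cultures and libraries, and not between transductions. Taken per doxycycline concentration, the ratio to WT ranged from 0.474 to 0.697 in T58A and from 0.347 to 0.560 in T58I. Without scaling factors for the libraries, the ratios over all concentrations were 0.584 and 0.462. EGFP stood at 5014 ± 696 RPKM (SD, n = 3) in WT at 0 ng/mL and 3626 ± 273 at 1000 ng/mL. In T58A it stood at 3190 ± 132 (3189.5 before rounding) and 1962 ± 278, and in T58I at 1740 ± 153 (1739.7 before rounding) and 1661 ± 18.5. Its slope in WT was -0.26 (standard error 0.14, edgeR adjusted p = 0.07492). By the paper's description the MYC vector and the BCL2L1 vector both encode EGFP, so its transcript does not report the MYC vector alone. The vector transcripts of BCL2L1 and BMI1 were also lower in the mutants. They stood at 0.355 and 0.406 times the WT mean in T58A and at 0.394 and 0.459 times in T58I.

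**Figure D4:**
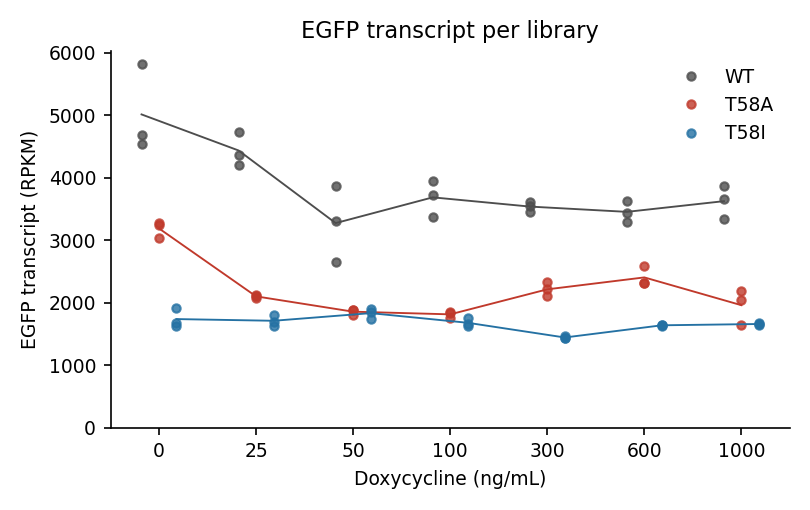
RPKM of the EGFP transcript in each of 63 libraries against the doxycycline concentration in ng/mL, with a line through the mean of the 3 libraries of each condition. WT lies between 2647 and 5813 RPKM, T58A between 1652 and 3278, and T58I between 1436 and 1914.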

### 4.2. Retrovirus Vector Construction

Vectors containing human wild type *MYC*, *T58AMYC* and *T58IMYC* were generously provided by M.D Cole (Department of Genetics, Geisel School of Medicine, Dartmouth, NH, USA). Human *WT MYC*, *T58A* and *T58I* sequences were amplified by PCR using SK primers containing *MLuI* digestion sites and cloned into the *MLuI*-cleaved pSIR-TRE-IRES-EGFP-PGK1-rtTA2 retrovirus expression vector (generously provided by Kari Högstrand), generating pSIR-TRE-MYC-IRES-EGFP-PGK1-rtTA2 vectors. The constructs were confirmed by DNA sequencing. The BCL2L1 and BMI1 retroviral expression vectors have been described previously [3]. In the present study, the vector containing *BCL2L1* (encoding for Bcl-xL) encoded EGFP in place of DsRed-Monomer.

### 4.3. Retroviral Transduction

Phoenix-Eco packaging cells (kindly provided by GP. Nolan, Stanford University, maintained in Dulbecco’s modified Eagle’s Medium (DMEM) with 10% FBS at 37 °C and 5% CO_2_) were transiently transfected using Lipofectamine 2000 (Life Technologies, NY, USA). Retroviral particles were obtained and concentrated by centrifugation of the conditioned media (6000× *g* overnight at +4 °C). LPS-stimulated B cells were transduced by retroviral pool spin infection in 8 µg/µL of polybrene (Sigma-Aldrich, St. Louise, MO, USA). Each retroviral pool contained vectors expressing WT MYC, T58A MYC or T58I MYC as well as both BCL2L1 and BMI1. Cells were re-plated in complete culture medium supplemented with 2 µg/mL doxycycline.

### 4.4. Cell Culture and Dose Dependent Expression of MYC

All three transduced cell lines (WT MYC, T58A MYC and T58I MYC) were cultured in GlutaMAX-RPMI (Gibco, NY, USA) supplemented with 10% FBS (0.01 M HEPES, 1× sodium pyruvate, 0.05 mM 2-beta-mercaptoethanol (Gibco) and 0.1 mg/mL penicillin-streptomycin (Sigma) with the addition of 2 µg/mL doxycycline. For titration experiments, each cell line was removed from doxycycline medium, washed with PBS (3×) and RPMI (3×), and subsequently cultured under 7 different concentrations of doxycycline (0, 25, 50, 100, 300, 600 and 1000 ng/mL) for 48, 96 or 144 h at 37 °C and 5% CO_2_.

### 4.5. Flow Cytometry

Cells expressing WT MYC, T58A MYC or T58I MYC were stained for CD19, CD45R and CD90 markers using monoclonal antibodies, as described previously [3]. Cell cycle analysis was performed with propidium iodide staining, as described previously [46]. Relative cell size was quantified based on the mean fluorescence intensity of the forward scatter. Cell marker and cell cycle samples were analyzed using a BD LSRFortessa Cell Analyzer (BD Biosciences, San Jose, CA, USA), and acquired data were passed to FlowJo software (v10, Tree Star, Inc. OR, USA) for data analysis.

### 4.6. Western Blot

A total of 10^6^ cells were collected and directly lysed using 4× LDS sample buffer (Thermo Fisher Scientific, TMO, NY, USA) prior to loading onto SDS-PAGE (4–12% Tris-Glycine) gels. Western blot reagents, including gels and nitrocellulose membranes for the iBlot2 Dry-blotting system, were purchased from Life Technologies. Anti-actin (1:100,000, Sigma) and anti c-MYC (1:1000, 9 × 10^10^, Thermo Fisher Scientific) antibodies were used to detect proteins.

### 4.7. RNA Isolation, Library Preparation and RNA-Sequencing

Total RNA was isolated using the RNeasy kit (Qiagen, California, USA), and libraries for NGS were prepared using the TruSeq2.0 sample preparation kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions and included a poly-A selection step using poly-T oligo attached magnetic beads. The libraries were thereafter multiplexed on an Illumina HiSeq2000 instrument generating on average 28.6 million 50 bp single-end reads per sample.

### 4.8. RNA-Seq Alignment

Read quality was assessed by FastQC (v.0.10.1). The mouse reference genome, build GRCm38.87, was obtained from the ensemble repository with the corresponding gtf annotation file. The reference genome was concatenated with genomic sequences for the protein coding sequences of the four genes present in the retroviral vectors used in the study; human *MYC*, *BCL2L1* and *BMI1* as well as *EGFP* and subsequently indexed using STAR (v.2.5.1b). The 50 bp reads were then aligned to the mouse genome using the splice-aware short read aligner STAR with default options and -outFilterMultimapNmax set to 1 and --sjdbGTFfile pointing to the GRCm38.87 gtf file appended with lines corresponding to the four added features [47].

### 4.9. Gene Expression and Gene Cluster Profile Analyses

Reads per feature (concatenated exons for one gene) were obtained using the featurecounts function from the subread package (v1.5.2) with default options and -g set to “gene_id” and -t set to “exon” [48]. The count table was imported into the R environment (v.3.5.0) and genes with counts per million ≥ 0.95 for at least 3 samples were included in the analysis (*n* = 14,142). Tests for differential expression were conducted using the Bioconductor (v3.8) package edgeR (v.3.24.3) using the glmQLF framework [49]. The differentially expressed features were subsequently subject to hierarchical clustering (Euclidian distances and Ward’s method) using mean log_2_ transformed RPKM values for each dose and genotype. Functional classification of the clustered features was conducted by means of enrichment tests within the databases for GO Biological Processes and KEGG pathways using clusterProfiler (v.3.10.1) [50].

### 4.10. Distances to Canonical E-Boxes

The mouse reference genome GRCm38.87 was indexed for Bowtie1 (v1.2.0) [51] followed by alignment of the canonical E-box 6-mer motif (CACGTG) with default options plus the -a flag and -v set to 0, yielding 536,520 uniquely aligning motifs. After conversion of the output file via .bam to .bed using samtools (v1.6) [52] and BEDtools (v2.27.1, https://bedtools.readthedocs.io), respectively, the distances to the closest known feature for each E-box location were derived using the annotatepeaks.pl script from the Homer package for features in the GRCm38.87 .gtf file (http://homer.ucsd.edu/homer/ngs/annotation.html).

### 4.11. Overlap with Published Datasets

Supplementary Table S1 from Sabò et al. (*Nature*, 2014) [18] was downloaded and filtered for genes with significant transcript level changes between any of the conditions (FDR q-value ≤ 0.05). The resulting list of genes was subsequently used to look for significant overlaps with all the significantly changed genes for WT MYC from the present study as well as overlaps with each of the twelve clusters. Fisher’s exact tests were used to assess the significance of overlaps.

A list containing the 100 most significantly regulated genes upon attenuation of MYC expression from Muhar et al. (*Science*, 2018) [21] was downloaded from Supplementary Table S3 in that article. The list of human genes was subject to orthology conversion using the biomaRt Bioconductor package. Eighty-eight of the 100 genes could be converted to a unique mouse identifier, and these were subsequently used for comparisons with the present study. A similar approach was taken for a set of 668 direct MYC target genes published by Zeller et al. (PNAS 2006) [20] and presented in Supplementary Figure S6.

A list of LPS-regulated genes (*n* = 4140) in normal mouse B-cells that represent part of the normal gene regulation program of MYC were taken from the embr201947987-sup-0004-datasetev2.xlsx supplementary file from Tesi et al. [17]. Fisher’s exact tests (one-tailed) were used to assess the extent of significant over-representation of the number of genes in overlaps between these genes and sets of genes from this study.

### 4.12. Gene set Enrichment Analysis

A ranked list of all genes included in the analysis based on their sensitivity to MYC level in relation to mutational status was generated by taking the ratio of change in fold change (FC_dox 25/0_/FC_dox 600/300_) between the mutants (T58A/T58I). The pre-ranked list was used for gene set enrichment analysis using the R package fGSEA(v1.8.0) with gene sets downloaded from the MSigDb (http://software.broadinstitute.org/gsea/msigdb/index.jsp) for the KEGG [53] pathway database (c2.cp.kegg.v6.2.symbols.gmt), gene ontology biological processes (c5.bp.v6.2.symbols.gmt) and hallmark gene sets (h.all.v6.2.symbols.gmt) [25].

### 4.13. Protein Conformation Prediction

Protein conformation characteristics were predicted using web-based prediction software as follows. Alpha-helical propensity was predicted using the Agadir predictor (http://agadir.crg.es) [54]. Protein backbone dynamics were predicted using the Dynamine 3.0 predictor (http://dynamine.ibsquare.be) [55]. Protein interaction propensity was predicted using the ANCHOR predictor (https://iupred2a.elte.hu) [56]. All three prediction sets were performed using the designated webservers on 4 July 2018.

## 5. Conclusions

We have used a primary B-cell model to determine how progressively increased MYC levels drive cells, which are otherwise predisposed for oncogenic transformation, into a lymphoma phenotype, as well as how this process is augmented by lymphoma-associated mutations affecting the MYC protein. Regulated genes include normal MYC target genes, but abnormal repertoires of regulated genes were also identified, particularly among genes that are differentially regulated by mutant MYC compared to wild type MYC. These genes show a significant tendency to be involved in cell cycle-related processes such as DNA replication and G_2_ to mitosis transition. The T58A and T58I lymphoma-associated mutations affect MYC function differently. While T58A increases the sensitivity of MYC responses leading to cell growth and proliferation, gene regulation and the measured phenotypic responses tend to be less sensitive in T58I compared to wild type MYC. The explanation for the T58I effects could be that it is important to optimize MYC activity in order to maximize the induction of cell growth and proliferation without excessive induction of apoptosis or cellular senescence. Thus, in cells that have functional MYC-induced apoptosis and/or cellular senescence processes, one might envisage an oncogenic role for MYC mutations, such as T58I, that reduce the level of oncogenic MYC activation. On the other hand, in cells where apoptotic and/or senescence processes have been ablated by other oncogenic events, mutations such as T58A that enhance MYC activity would be favored. Having access to this kind of reasoning about the possible order of events leading to different cases of lymphoma might give important clinical insights. Alternatively, T58I could enhance lymphogenic processes distinct from cell growth and proliferation. Unlike T58A, T58I is predicted to increase the rigidity of the local peptide backbone and to decrease protein action propensity. It is possible that such protein conformation effects could result in reduced or alternatively altered protein binding activity within the MYC-box 1 region of the MYC N-terminus. As yet hypothetical therapeutic agents that altered the protein conformation of the region of MYC surrounding threonine 58 could thus potentially be used to increase or decrease MYC activity.

## Figures and Tables

**Figure 1:**
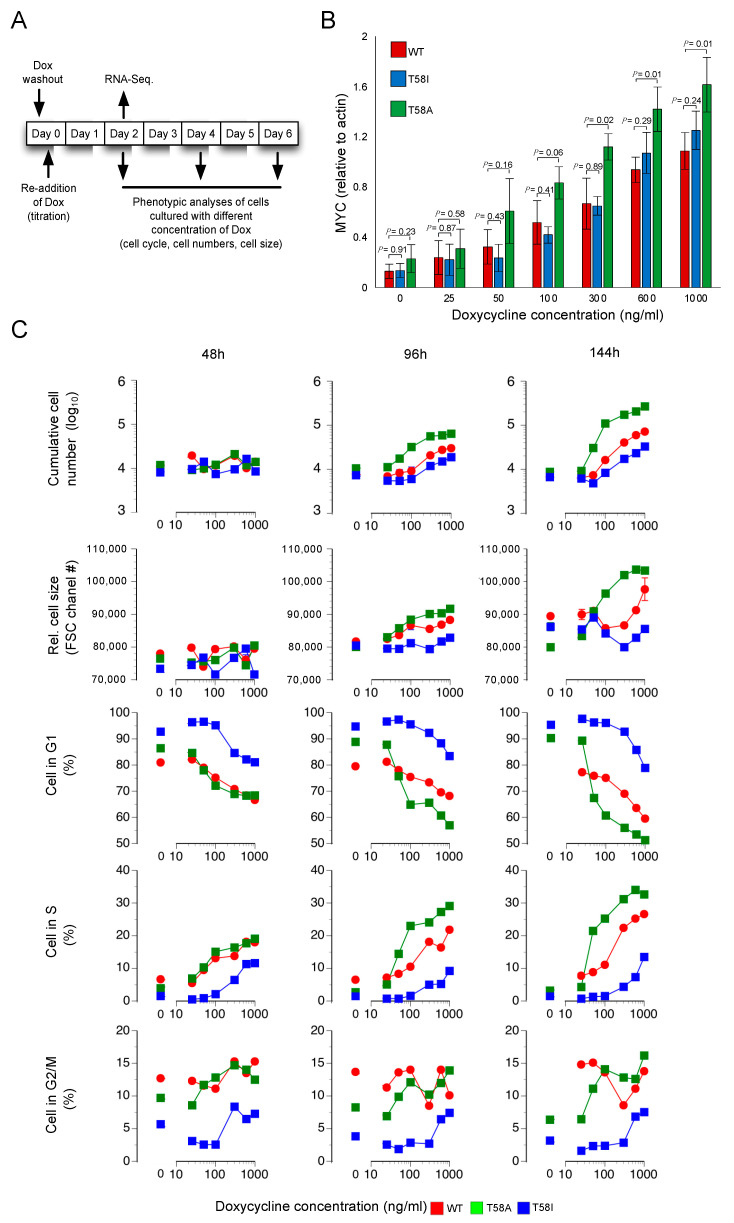
Phenotypic characterization of immortal B-cells expressing doxycycline regulatable MYC. (**A**) Experimental setup, time points for doxycycline wash out and re-addition as well as time points for data collection and RNA sampling (**B**) MYC protein levels at different levels of doxycycline in culture medium (0, 25, 50, 100, 300, 600 and 1000 ng/mL) assessed by Western Blot for WT MYC (red), T58A MYC (green) and T58I MYC (blue) in relation to actin levels. Mean ± SD (*n* = 3) is shown. (**C**) Flow cytometry data for WT MYC (red), T58A (green) and T58I (blue) sampled at 48, 96 and 144 h following addition of doxycycline at 0, 25, 50, 100, 300, 600 and 1000 ng/mL. From top to bottom, the panels represent: cumulative live cell number, relative cell size estimated by the forward scatter channel (FSC) and G_0_/G_1_, S and G_2_/M cell cycle stage assessment for cells stained with propidium iodide (percentages). The data are from a single experiment. Similar data for the 48 h time point (used for RNA sequencing experiments) were obtained in a separate experiment.

**Figure 2:**
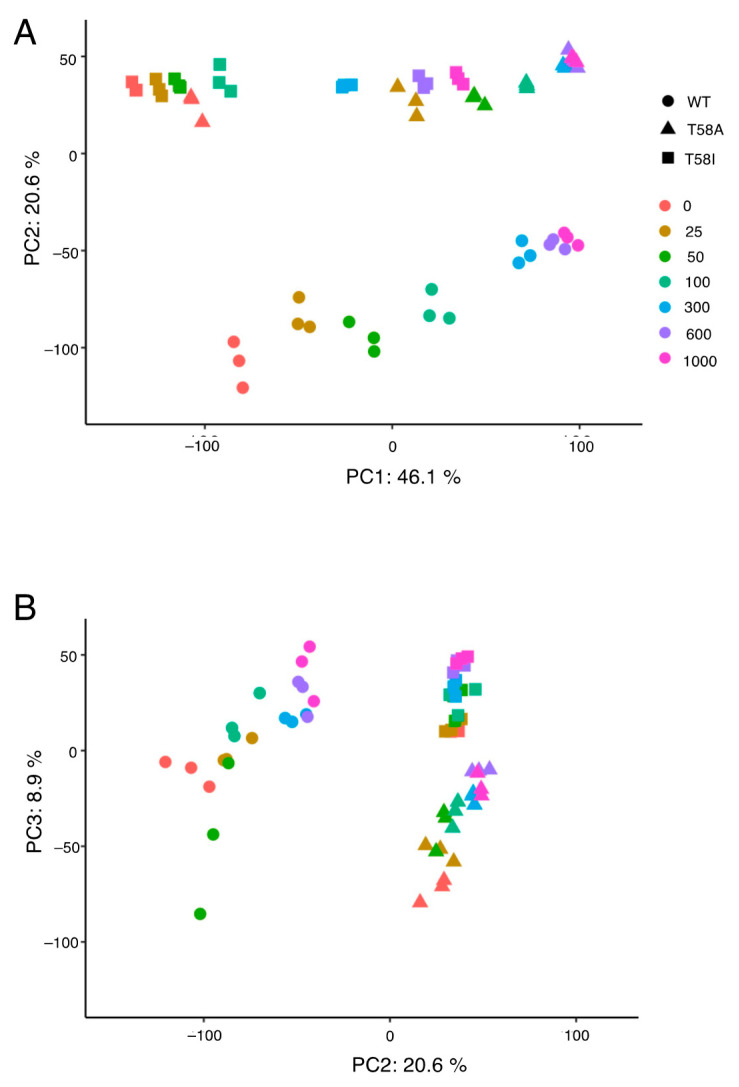
Principal component analysis of global gene expression data. The first three principal components describe 75.6% of the variation in the global gene expression data across the three MYC genotypes and seven expression levels. Levels of MYC WT (circles), MYC T58A (triangles) and MYC T58I (squares) were controlled by titrating in doxycycline at the indicated concentrations (ng/mL, colors). (**A**) Scatter plot of principal component (PC) 1 versus PC2. (**B**) Scatter plot of PC2 versus PC3. The proportion (%) of the variation accounted for by each PC is shown.

**Figure 3:**
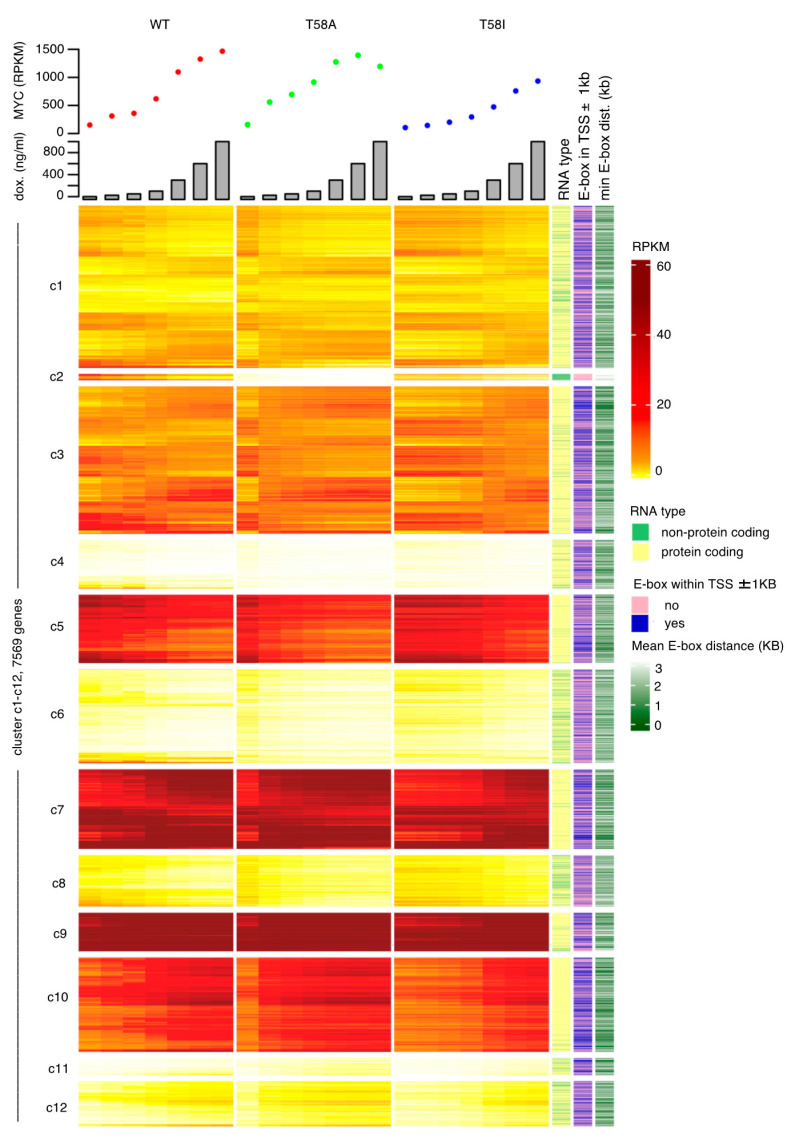
Expression levels for gene clusters. Hierarchical clustering based on expression levels for the union of genes that were either significantly changed upon increased MYC levels in WT or that were differentially regulated in response to increasing MYC levels between MYC WT and MYC T58A or between MYC WT and MYC T58I (7569 genes) yielded 12 clusters (*n* = 3 independent experiments). The heatmap shows reads per kilobase per million of reads (RPKM) for all clustered genes (rows) for different levels (plotted above the heat map) of the three MYC genotypes (MYC WT (red dots), MYC T58A (green) and MYC T58I (blue), columns). Doxycycline concentrations (ng/mL) used to treat the cells are indicated by the bar-chart above the main heatmap. To the right of the main heatmap are three tracks describing, from left to right, whether the differentially regulated genes encode for protein-coding (yellow) or non-coding (light green) RNA, whether (blue) or not (pink) a gene has a canonical E-box motif within 1kb of its transcription start site (TSS), and the last track describes the distance between the TSS and the closest canonical E-box motif.

**Figure 4:**
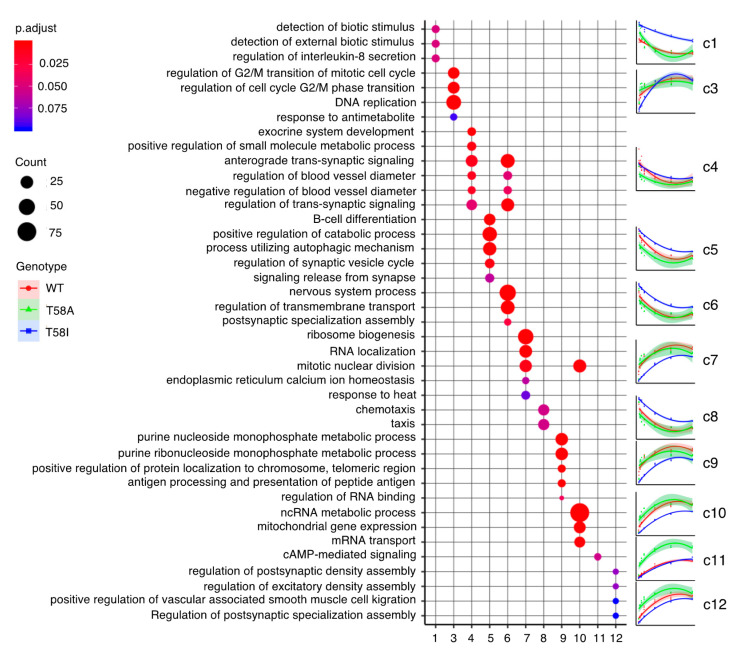
Gene ontology functional classification of clustered genes. Over-representation tests of clustered genes in gene sets with different gene ontology (GO) terms, representing biological processes, for clusters c1 and c3–c12. The most enriched gene sets following GO term simplification are shown. Median RPKM values for genes in denoted clusters are plotted (right panels) for MYC WT (red), MYC T58A (green) and MYC T58I (blue) for increasing doxycycline levels (0, 25, 50, 100, 300, 600 and 1000 ng/mL), and the colored lines corresponding to the respective MYC genotype represent a 2nd degree polynomial regression model where the shaded areas indicate the 95% confidence interval for the model (larger high resolution plots are available in Supplementary Figure S4).

**Figure 5:**
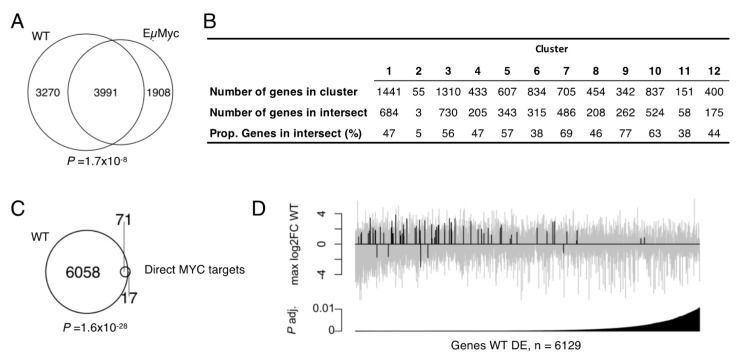
Comparisons with published datasets relevant for MYC-driven lymphogenesis. (**A**) Overlap between differentially regulated genes in WT MYC and significantly changed genes between any of the conditions measured by Sabò et al. in the Eµ-Myc mouse model [18]. *p*-value from Fisher’s exact test. (**B**) Representation of significantly changed genes in the Sabò et al. dataset in gene clusters c1–c12. Genes from clusters c3, c7, c9 and c10 were over-represented in the regulated genes from the Sabò et al. study (Fisher’s exact test, *p* = 0.02, 6.0 × 10^−20^, 2.0 × 10^−20^ and 2.0 × 10^−9^, respectively). (**C**) Overlap between 88 of the 100 most significant direct MYC target genes derived from Muhar et al. [21] that could be converted to the mouse ortholog with a unique gene identifier and genes with significantly altered transcript levels in WT MYC. *p*-value from Fisher’s exact test. (**D**) A total of 6129 genes that were differentially regulated in WT MYC and that had unique gene identifiers following ortholog conversion between human and mouse ranked by adjusted *p*-value. Each grey bar represents one gene with the 71 genes that were also present in the data from Muhar et al., marked in black. The set of 71 genes was significantly enriched in the set of most significantly regulated genes in WT MYC (Fisher’s exact test, *p*-value = 0.0012).

**Figure 6:**
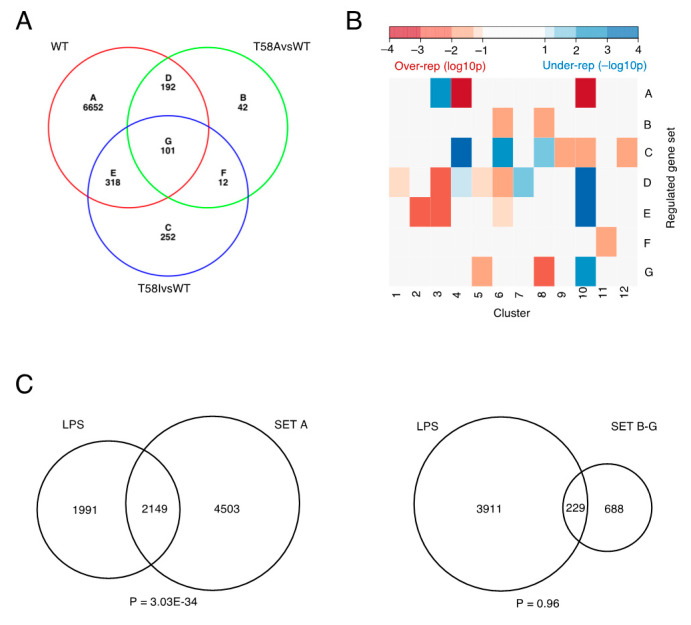
Differences in differentially regulated genes between MYC WT, MYC T58A and MYC T58I. (**A**) Venn diagram representation of genes with significant transcript level changes (FDR q-value ≤ 0.01 and max fold change ≥ 2). The diagram shows the set of genes with significant regulation in MYC WT (WT) and its overlap with the sets of genes that are regulated significantly differently from WT MYC in MYC T58A (T58A vs. WT) and/or MYC T58I (T58I vs. WT). (**B**) Heatmap representation of Fisher’s exact test significance levels for intersects between the Venn diagram subsets in panel A (A–G) and genes in clusters 1–12. Intersects with a significantly larger overlap than expected are represented in red (over-rep) and intersects with an overlap significantly smaller than expected are represented in blue (under-rep). (**C**) Comparison differentially regulated gene sets (A and B–G) with lipopolysaccharide (LPS) regulated genes, representing normal MYC target genes. The names of LPS-regulated genes were obtained from previously published work [17]; supplementary data file “embr201947987-sup-0004-datasetev2.xlsx”, all groups. Venn diagrams show a significant overlap between Set A genes and LPS-regulated genes and a smaller overlap for Set B–G genes (all sets except for Set A) that is not statistically significant. *p*-values to test over-representation of genes in the overlaps are shown (Fisher’s exact test, one-tailed).

**Figure 7:**
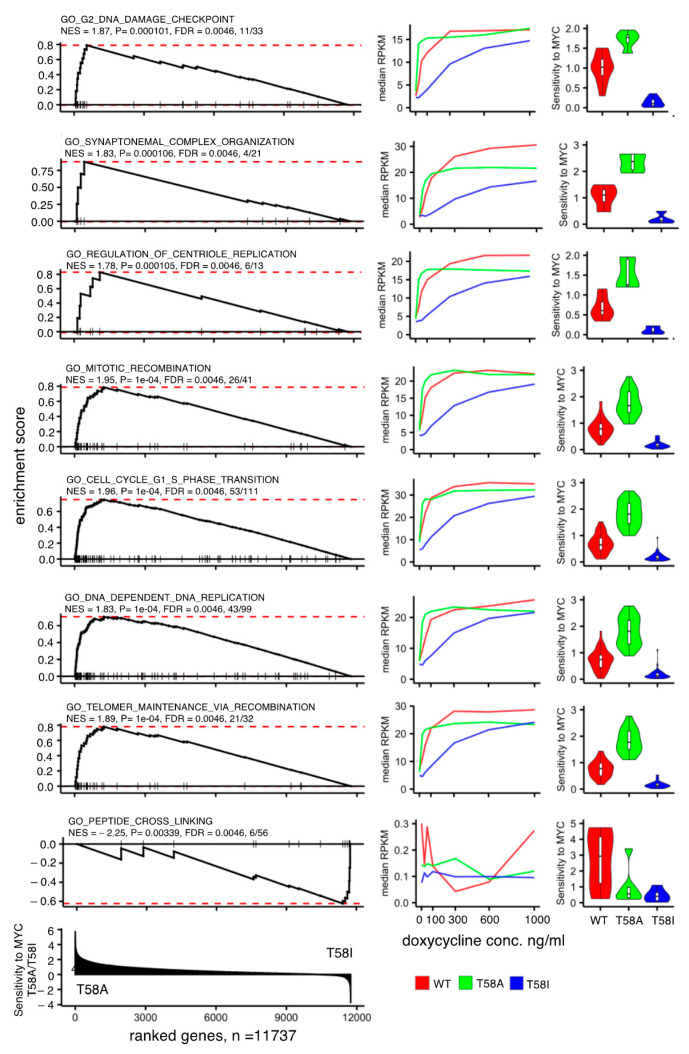
Enriched pathways for genes with sensitivity differences to the levels of MYC T58A and MYC T58I. Representative examples of gene sets that are significantly enriched in a gene set enrichment analysis (GSEA) of genes ranked according to the extent of their sensitivity to T58A MYC in relation to T58I MYC. Left panels: GSEA plots showing a running sum statistic that increases when genes in the ranked list are present in the functional gene set tested. The position of these genes in the rank is indicated by vertical lines. The red dashed line shows the enrichment score value (ES, maximum value of the running sum score). The analysis was performed on 11,737 genes for which human orthologues could reliably be identified and the sensitivity-based rank is shown in the lowest plot. The pathway name is indicated above each plot followed by the normalized enrichment score (NES), GSEA *p*-value, false discovery rate adjusted *p*-value (FDR) and the number of genes in the GSEA leading edge (interval between the start of the rank and the gene where ES is attained) in relation to the number of genes in the pathway. Middle panel: Expression-level plots showing median reads per kilobase per millions of reads (RPKM) values for leading edge set of genes identified for each GSEA gene set. Median RPKM values for WT MYC (red), T58A MYC (green) and T58I MYC (blue) at different doxycycline levels (0, 25, 50, 100, 300, 600 and 1000 ng/mL) are plotted. Right panels: Violin plots showing the MYC-level sensitivity of the leading-edge genes in the indicated pathway for WT MYC (red), T58A MYC (green) and T58I MYC (blue). Sensitivity was determined by the change in absolute fold change between the fold change between 0 and 25 ng/mL and the fold change between 300 and 600 ng/mL of doxycycline (FC_25/0_/FC_600/300_).

**Figure 8:**
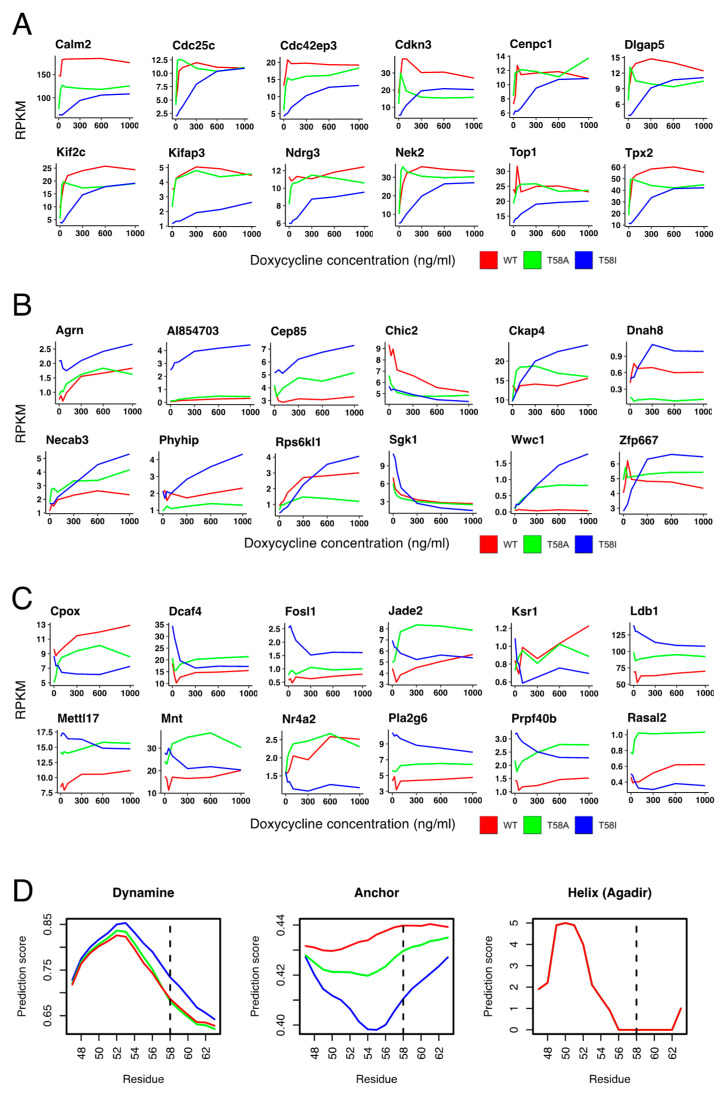
Genes that are differentially regulated by T58I MYC. (**A**) Plots showing the expression levels (RPKM) as a function of doxycycline concentration (0, 25, 50, 100, 300, 600 and 1000 ng/mL) for WT MYC (red), T58A MYC (green) and T58I MYC (blue). (**A**) Representative genes that show lower regulation by T58I MYC than WT MYC and/or T58A MYC. (**B**) Representative genes that show higher regulation by T58I MYC than WT MYC and/or T58A MYC. (**C**) Representative genes that show a different regulation direction by T58I MYC than WT MYC and/or T58A MYC. (**D**) Protein conformation predictions for the conserved MYC-Box I region, containing residue 58 (dashed line), in WT MYC (red), T58A MYC (green) and T58I MYC (blue). Dynamine predicts rigidity of the protein backbone (scale 0–1, where 1 is highly rigid). Anchor predicts protein interaction propensity (scale 0–1, where 1 is the highest propensity level). Helix (Agadir) is a prediction of alpha-helicity using the Agadir algorithm (the results are essentially identical for the three proteins, explaining the existence of only one visible plotted line).

**Table 1:** Quantitative characteristics of MYC responsive gene clusters, clustered according to RPKM, MYC response and MYC mutant status.

Cluster	1	2	3	4	5	6	7	8	9	10	11	12
Gene number (*n*)	1441	55	1310	433	607	834	705	454	342	837	151	400
Overall reg. pattern ^a^	down	down	up	down	down	down	up	down	up	up	up	up
Up-reg genes (%) ^b^	39	0	51	10	2	7	68	2	73	98	92	97
Down-reg genes (%) ^b^	61	100	49	90	98	93	32	98	27	2	8	3
Expression level (RPKM) ^c^	3.1	1.2	8.3	0.1	19.9	0.4	46.2	1.1	128.1	18.7	0.2	1.0
Non-coding genes (%) ^d^	15	95	6	10	3	25	2	27	7	2	25	25
Median gene length (bp) ^e^	4133	366	4204	4906	4390	3412	3099	3349	2438	3652	4253	3498
Genes-E-box close to TSS (%) ^d^	46	5	50	43	48	37	53	39	48	56	52	47
Median min. dist. TSS–E-box) ^e^	885	5081	717	1115	837	1333	659	1142	666	574	779	913

^a^ Regulation direction of genes representing > 50% of genes; ^b^ proportion of genes with alternative regulation directions: up = RPKM(1000 ng/mL dox) > RPKM(0 ng/mL dox): down = RPKM(1000 ng/mL dox) < RPKM(0 ng/mL dox); ^c^ median RPKM value; ^d^ over-represented (red) or under-represented (blue), chi-squared test, adjusted *p*-value < 0.05; ^e^ length (bp) significantly longer (blue) or shorter (red) than for mean length for non-regulated genes, 1000-fold random resampling of *n* non-regulated genes, adjusted *p*-value < 0.02. Abbreviations: reg—regulation/regulated, RPKM—reads per kilobase per million reads, bp—base pairs, TSS—transcription start site, min. dist.—minimum distance in base pairs.

## Data Availability

The sequencing data generated and analyzed in the present study can be accessed via the gene expression omnibus through accession number: GSE122602.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13236093/s1, Figure S1: Murine B-cell subset after transduction. Figure S2: MYC protein levels in WT and mutants after transduction. Figure S3: Raw data for Western blots shown in the paper. Figure S4: RPKM for 7569 differentially regulated genes in WT MYC, T58I and T58A. Figure S5: KEGG pathway analysis of differentially expressed genes. Figure S6: Identification of MYC enrichment at target genes. Figure S7: MYC enrichment at up-regulated genes. Figure S8: Enrichment analysis of Venn diagram in Figure 6A. Table S1: Gene expression data for differentially regulated genes. Table S2: Cluster profiler output; enriched gene sets per cluster for Gene Ontology Biological Processes gene sets. Table S3: Cluster profiler output; enriched gene sets per cluster for KEGG pathway database gene sets. Table S4: Output from fGSEA; Gene set enrichment analysis based on a pre-ranked list for differences in sensitivity to the level of MYC between T58A and T58I.

# Supplementary material for: Differential Transcriptional Reprogramming by Wild Type and Lymphoma-Associated Mutant MYC Proteins as B-Cells Convert to a Lymphoma Phenotype
**Source:** Cancers (Basel). 2021 Dec 3;13(23):6093. doi: 10.3390/cancers13236093
**Supplement:** Supplementary file 1

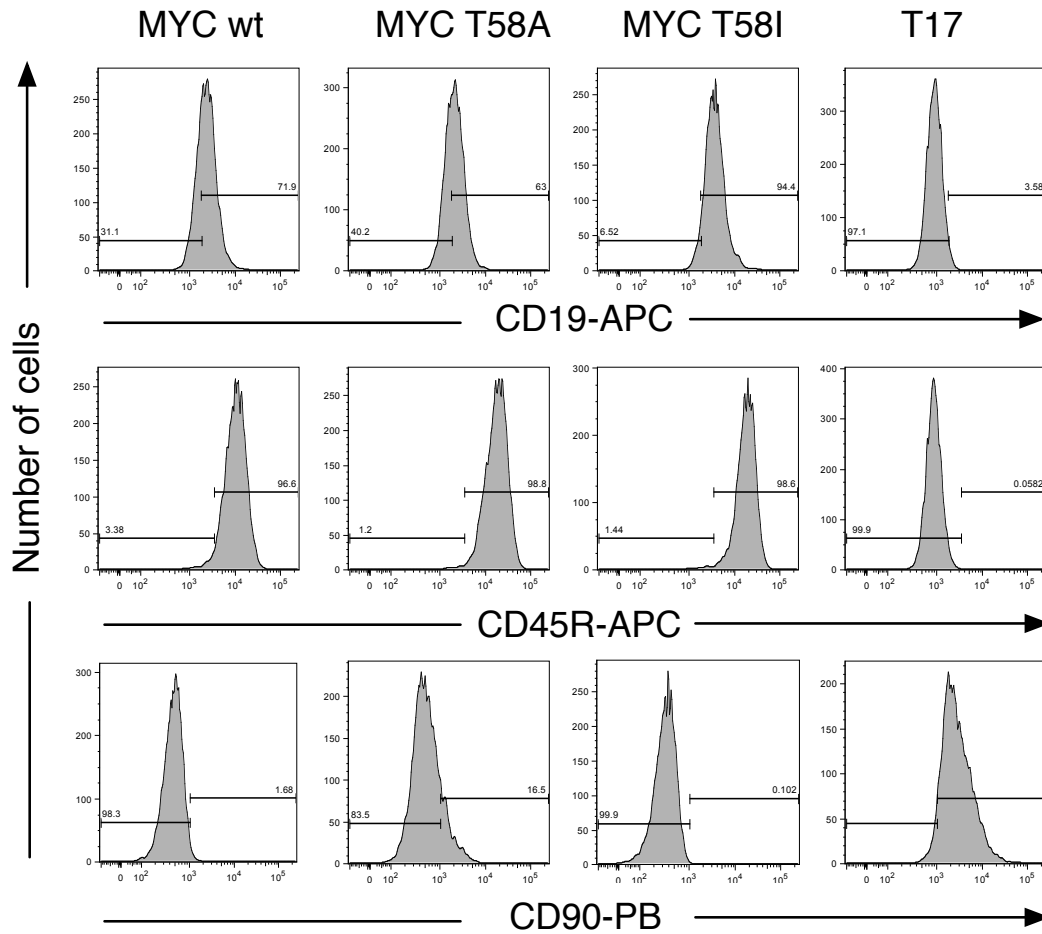

### Supplementary Figure S1

LPS stimulated and subsequently transduced murine B-cells were positive for the B-cell markers CD19 and CD45R while negative for CD90, which is not expressed in B-cells, as measured by flow cytometry. The T-Cell line T17 was included as control.<sup>1</sup>

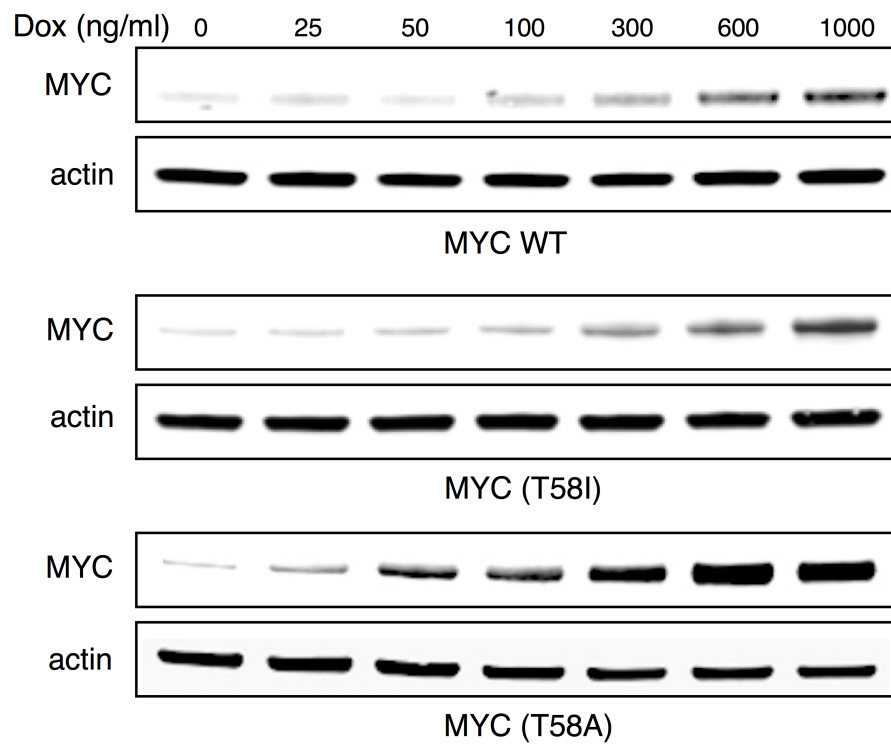

**Supplementary Figure S2**

MYC protein levels measured by western blot in murine B-cells expressing either WT MYC, T58A MYC or T58I MYC for increasing doxycycline concentrations in the culture media (0, 25, 50, 100, 300, 600, 1000 ng/ml).

Replicate 1

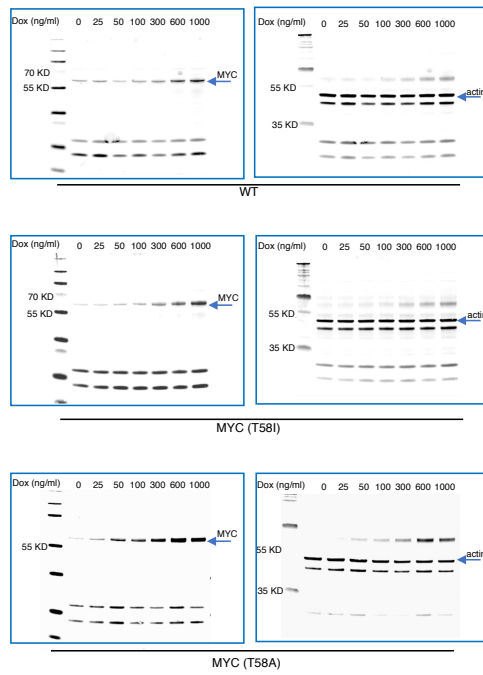

Replicate 2

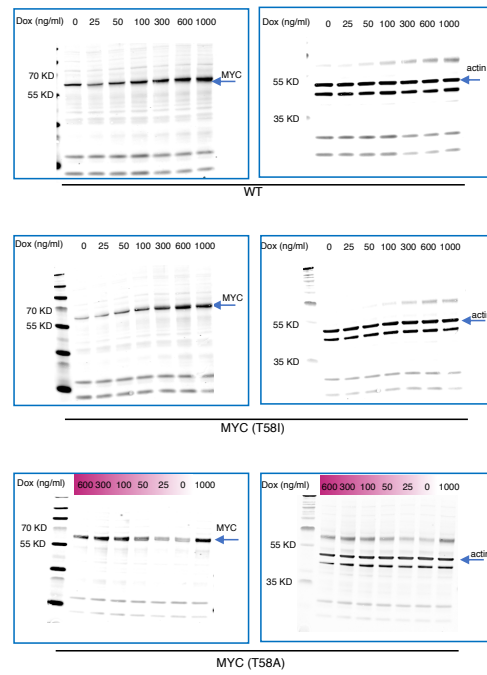

Replicate 3

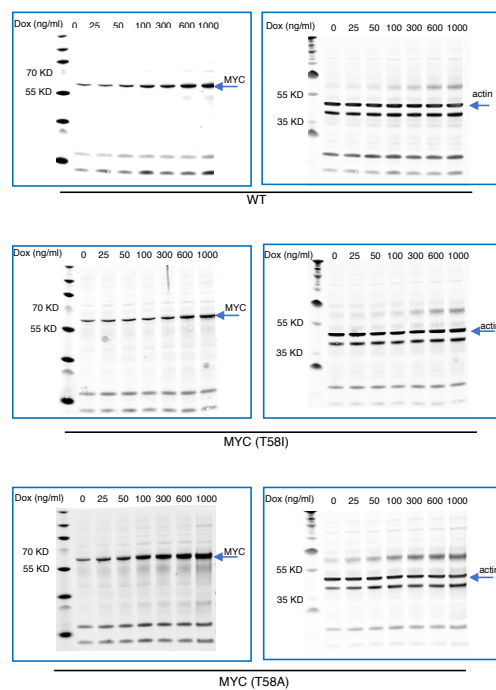

### Supplementary Figure S3

Raw data for western blots shown in the paper. Figure 1B represents the quantification of 3 replicates shown here. Replicate 1 is raw data for figure presented in S2. In second replicate the loading of samples is altered as shown by color gradient.

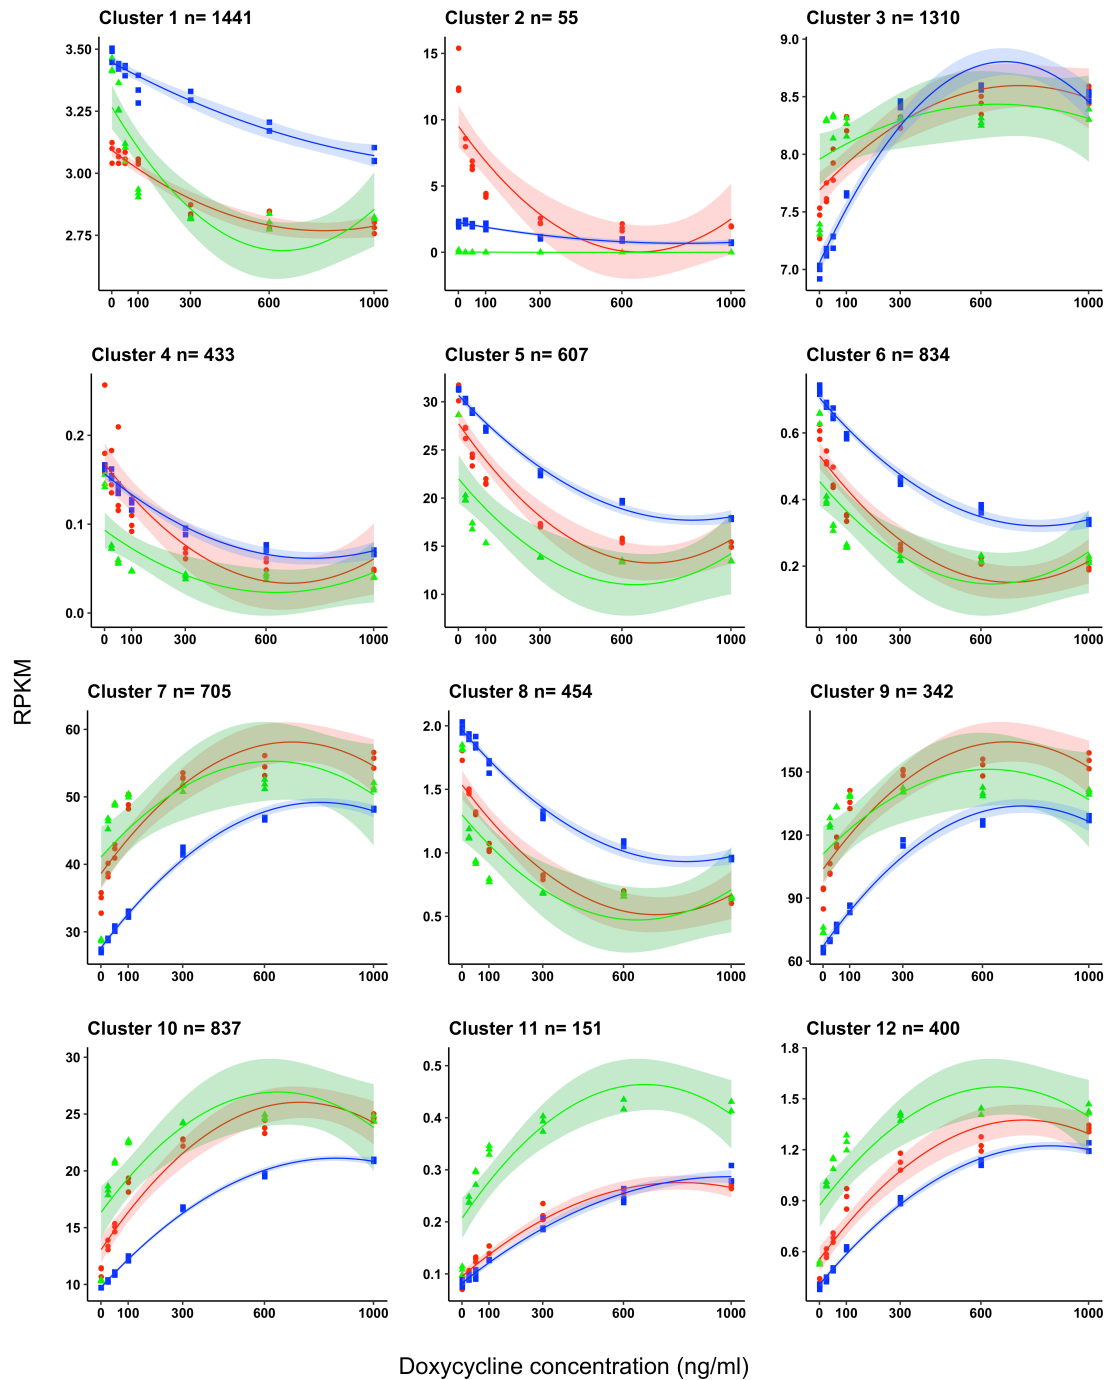

### Supplementary Figure S4

Detailed view of median gene expression levels (RPKM) for 7569 clustered genes presented in Figure 3. WT MYC in red, T58A in green and T58I in red. The colored lines corresponding to the respective MYC genotype represent a 2<sup>nd</sup> degree polynomial regression model where the shaded areas indicate the 95% confidence interval for the model.

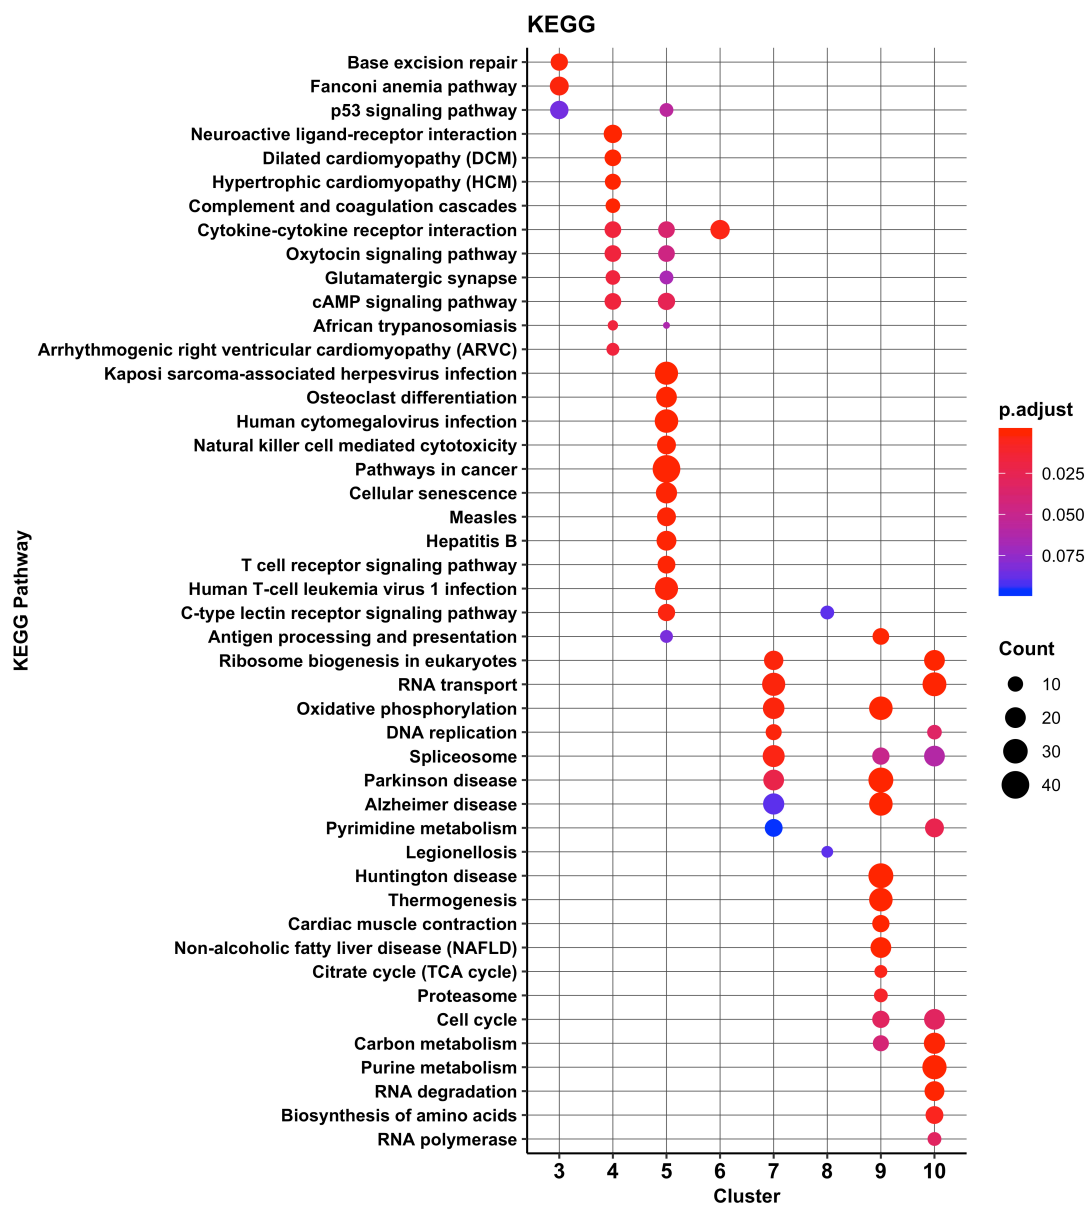

### Supplementary Figure S5

Visualization of enrichment tests for clustered genes using the KEGG pathway database, the complete list of enriched gene sets is available in Supplementary Table S3.

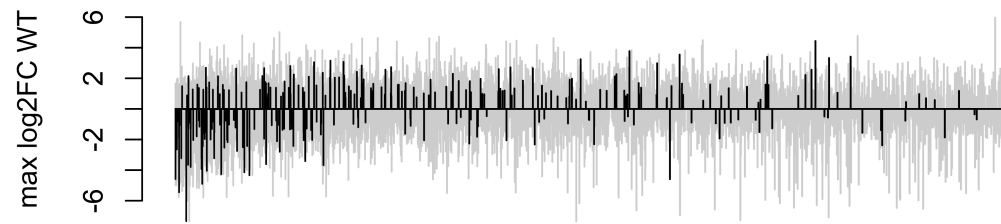

Genes WT DE, n=6129

Genes WT DE, n=6129

### Supplementary Figure S6

Intersect between genes with significantly altered transcript levels upon MYC WT overexpression (gray bars) and direct MYC targets as identified by Zeller et al. (PNAS 2006) in the Burkitt's lymphoma cell line P493-6 (intersect: 294 genes, in black).<sup>2</sup> A significant enrichment of direct MYC target genes were observed for the most significantly differentially regulated genes upon MYC WT overexpression (Fisher's exact test  $P$ -value = 0.0011).

| cluster | n genes in intersect | n expect | <i>P-value</i> fisher's exact test |
|---------|----------------------|----------|------------------------------------|
| 1       | 0                    | 14       | 4.00E-07                           |
| 2       | 0                    | 1        | 1                                  |
| 3       | 14                   | 12       | 0.6                                |
| 4       | 1                    | 4        | 0.2                                |
| 5       | 2                    | 6        | 0.1                                |
| 6       | 2                    | 8        | 0.02                               |
| 7       | 14                   | 7        | 0.006                              |
| 8       | 1                    | 4        | 0.1                                |
| 9       | 16                   | 3        | 7.00E-08                           |
| 10      | 18                   | 8        | 8.00E-04                           |
| 11      | 0                    | 1        | 0.4                                |
| 12      | 3                    | 4        | 1                                  |

**Supplementary Figure S7** Intersect between clusters with differentially expressed genes and direct MYC targets described by Muhar et al. (Science 2018).<sup>3</sup>

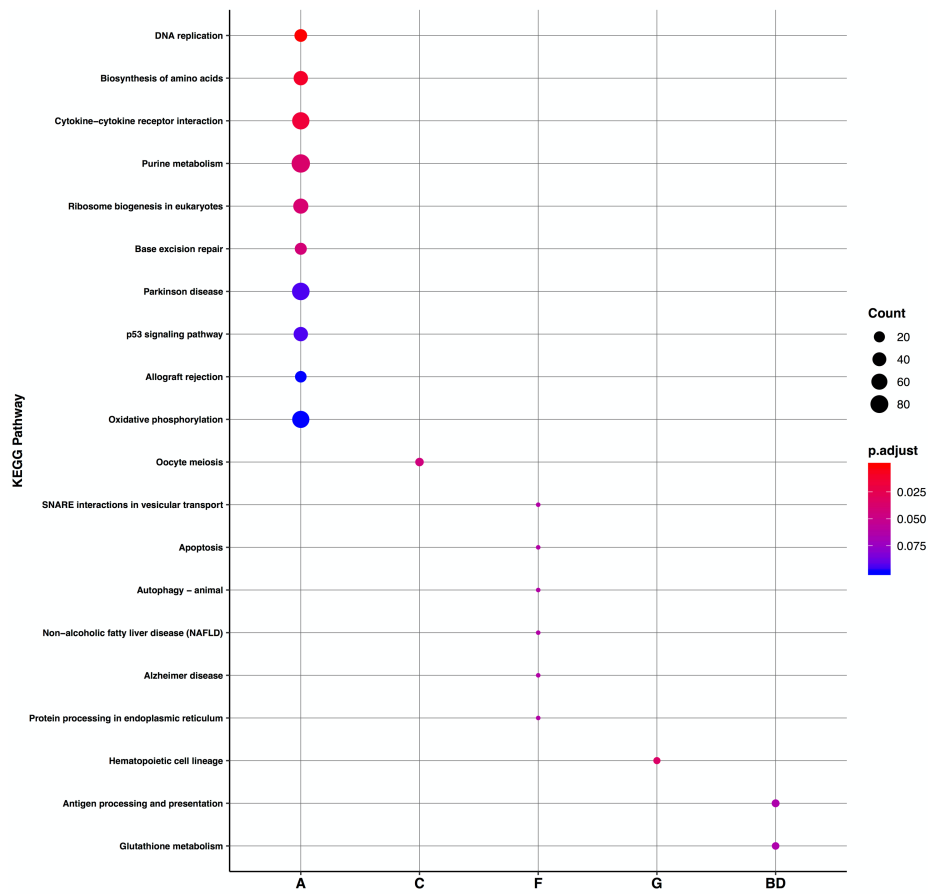

### Supplementary Figure S8

Enrichment analysis for the Venn diagram subsets in figure 6A using the KEGG pathway database.

## References to supplementary figures

1. Högstrand, K., Darmanin, S., Forshell, T. P. & Grandien, A. Transformation of mouse T cells requires MYC and AKT activity in conjunction with inhibition of intrinsic apoptosis. *Oncotarget* **9**, 21396–21410 (2018).
2. Zeller, K. I. *et al.* Global mapping of c-Myc binding sites and target gene networks in human B cells. *Proc Natl Acad Sci U S A* **103**, 17834–17839 (2006).
3. Muhar, M. *et al.* SLAM-seq defines direct gene-regulatory functions of the BRD4-MYC axis. *Science (80-. )*. **360**, 800–805 (2018).

How the deposited data were processed for this re-analysis (not part of the article)

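RNA was measured in 63 cultures of murine B-cells that express human WT MYC, T58A or T58I, at 7 doxycycline concentrations with 3 replicates each, after 48 h. The authors deposited 1 table of raw counts per gene, whose unit is the count of uniquely aligned reads, and it also holds for each gene a length, the length of its concatenated exons in bp as deposited. The authors aligned the reads with STAR to the mouse genome GRCm38 with the annotation of Ensembl release 87 and the sequences of human MYC, BCL2L1, BMI1 and EGFP, and counted them with featureCounts. No normalization had been applied to the deposited counts. Of the 49675 features, 16128 had no count in any library. The libraries held 10595826 to 30108020 counted reads, with a median of 17492676. The conditions of the libraries were taken from the labels of the samples.

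Computations were done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes with a CPM of at least 0.95 in at least 3 libraries were kept, and the libraries were scaled by TMM. Dispersions and quasi-likelihood fits were made with edgeR's earlier estimation (legacy on, robust off). Slopes came from a fit with the concentration in ng/mL as a number, the genotype with WT as reference, and their interaction. A slope or a difference of slopes was called when its Benjamini-Hochberg adjusted p was under 0.01 and at least 2 of the 21 condition means of log2 RPKM (prior count 2) lay 2-fold apart. Contrasts between conditions came from a fit with 1 coefficient per condition and were called at an adjusted p under 0.01 and a fold change of at least 2. All libraries shared the dispersions in both fits. Subsets A to G follow from the 3 calls of slopes.

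Gene lists for ribosome biogenesis, purine synthesis, DNA replication, G2/M and mitosis, B-cell identity, chemotaxis, aminoacyl-tRNA synthetases and homologous recombination, and marker lists for T cells, macrophages and plasma cells, were written from general knowledge, as were 2 lists of adipose genes, added after the data were seen. The innate detection genes and the genes of Figure 8 were copied from the paper. Lists were tested with edgeR's fry, with camera as an alternative and with 10000 random lists drawn from 20 bins of mean transcript level. The called genes were clustered by Ward's method (ward.D2, Euclidean distance) into 12 clusters, which are not the paper's clusters c1 to c12. Subsets and clusters were compared with Fisher's exact test against all called genes. Vector transcripts were compared between genotypes by exact or drawn permutations (100000 draws), for the MYC transcript also within each concentration, which was added after the data were seen.

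The genes named in the text are those the paper names in its text, in Figure 8 or in the given part of Supplementary Table S2, the vector transcripts, for each comparison the 3 called genes with the smallest adjusted p in each direction, and for each list the 2 members with the largest slope in WT. Genes named in addition serve as examples from these lists or from the immunoglobulin loci and were chosen after their values were seen. Some genes that meet these rules are not reported here.

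The procedure was tested on simulated data, with counts drawn for the 14146 features from the means and library sizes of the real libraries. Of 200 genes with a simulated slope in WT, 199 were called, of 100 genes with a simulated difference in T58I, 92, and of 200 genes with a simulated change at 25 ng/mL in T58A, 197. Beside these, 2, 0 and 2 unchanged genes were called at an adjusted p under 0.01.

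The alternatives tried were an adjusted p under 0.05, no required fold change, other definitions of the largest change, DESeq2's size factors or library sizes alone, no filter or a CPM of at least 0.95 in at least 21 libraries, immunoglobulin genes and vector transcripts left out, other estimation options, a replicate block, each replicate number left out, log2(dose + 25), the rank of the concentration, the human MYC transcript or a factor in place of the concentration, fits of the compared groups alone, DESeq2's Wald test, and other clusterings.

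The flow cytometry and protein measurements, the E-box search, which needs a genome sequence, the GO and KEGG collections and the comparisons with published gene lists were not analysed here. The copy of Supplementary Table S1 at hand holds only a part of the genes and was not used here.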

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

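The tests of the MYC transcript level, of normalization, of the mouse genes, of depth and of principal component 1, the comparison of dominant segments and the splits with as many labels moved at each concentration were chosen only after the results were seen, while the other relabelled splits, the test on log2(dose + 25) and the second adipose list were set before their results. Relabelled splits are random regroupings of the same libraries, with 40 for slopes, 24 or 40 for responses and sensitivities and 10 for 3 libraries against 3, each number with the real grouping included.

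The slope differed from that of WT for 360 genes in T58A and 659 genes in T58I, a difference between genotypes that was tested directly. Of 40 splits, 1 gave as many genes for T58A and 2 for T58I, the other of which gave 2836 genes. Where these splits move labels unevenly between concentrations, they carry the difference between genotypes at 0 ng/mL, so the count for T58I does not decide. With as many labels moved at each concentration, 1 of 40 splits gave as many genes for T58A and 1 of 40 for T58I, each the real one, and the others gave at most 8 and 38 genes, which argues against a random grouping. Such splits mix the populations, and the wider spread within groups lowers their counts. For the slopes in WT, 1 of 40 splits gave as many genes. Each genotype is 1 of 3 transduced populations, so that effects of the mutations and differences between populations cannot be told apart, as no genotype has a second population. A T58A response that is complete at the lowest concentration, and so holds down its number under a linear term, is argued against. On principal component 1 the T58A libraries at 1000 ng/mL lay 88.72 beyond those at 25 ng/mL, with SDs of 0.828 and 5.36. On the scale of log2(dose + 25) 1641 genes differed in T58A, a rise that such a response would give. As many as 1947 differed in T58I, so that a rise is not specific to T58A. With the concentration as a factor 6558 genes differed in T58A and 6147 in T58I. On principal component 1 the T58A response was partly complete at 25 ng/mL and curved. Its mean score moved from -106 at 0 ng/mL to 10.0 at 25 ng/mL, 72.8 at 100 ng/mL and 98.7 at 1000 ng/mL. How far such a curve alters the number of genes under a linear term was not tested and is left open.

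The response at 25 ng/mL differed from that of WT for 710 genes in T58A and 80 genes in T58I. Of 24 splits, 4 gave as many genes for T58A, with 5167, 3081 and 1050 in the others, and 3 for T58I, with 3382 and 720. These other splits moved labels unevenly between the 2 concentrations and so carry the difference between genotypes at 0 ng/mL, which leaves them without weight. With as many labels moved at both, 1 of 40 splits gave as many genes for T58A and 1 of 40 for T58I, each the real one, and the others gave at most 1 and 0 genes. In simulated counts of unchanged groups 0 genes differed in T58A and 0 in T58I, with 654 and 732 of 14146 at an unadjusted p under 0.05. This argues against a random grouping. Without normalization factors 696 genes differed in T58A, which argues against the scaling as the cause. A higher level of the MYC transcript could account for a large part, as 76 genes differed between the responses of T58A at 25 ng/mL and WT at 100 ng/mL, 45 of them among the 710. In the simulated counts 0 genes were shared between these comparisons, and 252 of 14146 had an unadjusted p under 0.05 in both. As these counts held no difference in T58A, they do not tell how many of the 45 come from the libraries common to both comparisons. The 76 genes argue against the transcript level as the whole cause. For T58I, 391 genes differed between 600 ng/mL and WT at 100 ng/mL, where the transcript still stood higher in T58I. By itself this comparison does not tell the level and the mutation apart. In T58I at 600 ng/mL the transcript, at 753 RPKM and 7.11 times its level at 0 ng/mL, lay between WT at 100 ng/mL (607 RPKM, 4.06 times) and WT at 300 ng/mL (1075 RPKM, 7.19 times). The response lay past both on the same side for 178 genes, 135 of them higher, against 0 in counts simulated with T58I midway between the WT means (141 of 14146 at an unadjusted p under 0.05 in both). In these simulated counts 10 genes differed from WT at 100 ng/mL, against 391 measured, and 28 from WT at 300 ng/mL, against 441. The simulation set T58I at 0 ng/mL to the WT mean, while its measured transcript stood lower there, at 106 RPKM against 149.5. A change that starts from a lower level can exceed both WT changes through the level alone. These values therefore do not decide whether the transcript level is the whole cause in T58I.

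The genes for G2/M and mitosis had a higher slope in T58I than in WT by a median of 1.38, and 1 of 40 splits gave a p as small. This slope is linear in the concentration. From 0 to 25 ng/mL the same list moved less in T58I than in WT, with median log2 fold changes of 0.03 and 0.69. The sensitivity differed between T58A and T58I for each of the 9 lists, by a median of 0.90 for ribosome biogenesis, 1.49 for purine synthesis, 2.24 for DNA replication, 1.87 for G2/M and mitosis, 0.69 for aminoacyl-tRNA synthetases, 1.502 for homologous recombination, -0.67 for B-cell identity, -0.65 for chemotaxis and -0.71 for the innate detection genes, and 1 of 24 splits gave as many lists. Of 40 splits of the WT libraries, 2 gave as many lists with a slope. The other one had concentrations that ran partly against the real order, with a correlation of -0.466. The level of the MYC transcript at 25 ng/mL differed between T58A and T58I and was not separated from the mutation for the lists. In the same measure the transcript itself differed by 1.93 between T58A and T58I (edgeR adjusted p = 8.089e-15).

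In data that the paper does not report, the vector transcripts of BCL2L1 and BMI1 fell with the concentration in WT, with slopes of -0.79 (edgeR adjusted p = 0.000144) and -1.86 (edgeR adjusted p = 6.262e-11). Without normalization factors the slopes were -0.87 and -1.93, which argues against the scaling as the cause. No test of a biological explanation was made.

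The mouse Myc gene rose in WT with a slope of 2.34, close to that of the human transcript. Reads of the human transcript counted on the mouse gene would make both move alike in each genotype, but in T58I the slopes were 2.10 standard errors apart, which argues against them as the whole cause. A part of the counts may still be such reads, as the mouse gene held a median of 2.95% of the human count. For Bcl2l1 the slopes differed by at most 0.265 and the difference between T58A and WT at 0 ng/mL by 0.914 standard errors, with a median of 15.6% of the human count, which is consistent with counts that are largely reads of the vector transcript. For Bmi1 the slopes differed by at most 1.22 standard errors, but the difference at 0 ng/mL by 4.68, which argues against such reads as the whole cause there.

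Ighm was higher in T58A than in WT at 0 ng/mL by a log2 fold change of 12.60 in the fit (edgeR adjusted p = 5.383e-28), with 1312 ± 45.4 RPKM (SD, n = 3) in T58A and counts from 0 to 29 in WT, so that the size depends on the prior count. Different dominant clones in the 3 populations are a candidate explanation. In each genotype the same heavy chain and the same kappa chain V segment led in all 21 libraries. For the lambda chain, with 3 segments tested, Iglv1 led in all libraries of each genotype and does not tell the genotypes apart. The leading heavy and kappa segments were Ighv8-12 and Igkv10-96 in WT, Ighv1-22 and Igkv19-93 in T58A and Ighv1-63 and Igkv1-117 in T58I.

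Of 100 V segments, 90 fell with the concentration in WT. Loss of a varied part of the B-cells is a candidate explanation for the paper's small cluster of short genes, as 48 of the 51 genes of the smallest cluster were V segments when the condition means of log2(RPKM + 0.001) were clustered, a setting chosen after seeing the data.

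In WT at 50 ng/mL, replicate 1 had the highest value of all libraries for 10 of 12 genes of a second adipose list. The first list, written after its genes were seen there, gave 10 of 11. Of the second list 6 genes, and of the first all 11, passed the CPM minimum. RNA of adipose tissue may be in this library, with Car3 at 361 CPM, Cfd at 153.5 CPM and Fabp4 at 152 CPM. The summed CPM of the first list was 928 there, 360.3 in WT at 0 ng/mL replicate 2 and 165 in WT at 25 ng/mL replicate 2. The adipose genes do not account for the spread of this condition, as replicate 1 lay with the WT libraries at 25 and 100 ng/mL on principal components 3 and 4, with scores of -8.05 and -9.17. Replicates 2 and 3 lay off that series, with scores of -89.7 and 126.4 and of -46.5 and 63.3, and the vector transcript of BMI1 stood at 2977 and 2437 RPKM there, against 1719 in replicate 1. Replicate 2 has the lowest depth of all, rank 1 among the 63 libraries, but low depth is argued against. Thinned to its depth, the other 62 libraries moved by at most 1.232 on these components, while replicate 2 lay 158.2 from replicate 1. For replicate 3, with rank 54, low depth is also argued against. No other cause was tested. Leaving out replicate 1, 2 or 3 gave 423, 435 or 348 genes with a different slope in T58A and 761, 703 or 614 in T58I.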

How the results depend on the processing

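The alternatives for the response differences, the pseudocounts and the leaving out of replicate 1, 2 or 3 of WT at 50 ng/mL were chosen after seeing the data, and all others were set earlier. Of 537 values under the latter, 423 kept their direction and their side of the threshold or stayed within the limits for a count, and 114 changed. Under the added ones 119 did and 12 changed. For the named genes, 5563 of 5810 values over 271 results kept their call, the others lost it and 0 changed direction. Unless a reason is given, the cause was not tested.

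The count of slopes in WT lay between 4967 and 9316 genes under all alternatives. With an adjusted p under 0.05, 831 genes differed in T58A and 1343 in T58I, with 513 in B, C and F, 1377 in D, E and G, 1606 in B to E and 284 in F and G. Without a required fold change these were 637, 999, 522, 947, 1302 and 167. With the largest change taken over the compared genotypes, 536 were in B, C and F and 281 in D, E and G. On log2(dose + 25) and on the rank of the concentration most of the genes for T58A had a lower slope (976 and 983), in place of a higher one. On log2(dose + 25) the 6 numbers were 1641, 1947, 502, 2527, 2470 and 559, on the rank of the concentration 1624, 1857, 498, 2449, 2413 and 534, and with the MYC transcript in place of the concentration 2369, 2523, 599, 3433, 3172 and 860. With the concentration as a factor they were 6558 and 6147, with 7133 in D, E and G, 2295 in B to E, 5205 in F and G and 1599 in A. Without a filter 237 genes differed in T58A and 57 were in F and G, with a pseudocount of 1 for the largest change 237 and 70, and in fits of the compared genotypes 172 and 60.

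With 1 replicate number or 1 library left out, from 75 to 435 genes differed in T58A, 145 to 761 in T58I, 65 to 358 in B, C and F, 128 to 689 in D, E and G, 192 to 910 in B to E and 8 to 137 in F and G. The lower ends come from the fits without replicate 1 or without replicate 3, which leave fewer libraries. With each replicate number left out in turn, 138 to 281 genes of T58I lay past 1.2-fold at 300 ng/mL, 54 to 104 lower than both, 37 to 82 higher, 44 to 95 between and 62 to 115 with the opposite slope. With 1.5-fold there were 417, with 106 between and 122 opposite.

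Without a required fold change, 3223, 8024 and 134 genes changed at 25 ng/mL in WT, T58A and T58I, 8577 and 9079 differed at 0 ng/mL in T58A and T58I, and 4861 and 739 differed in their response. With an adjusted p under 0.05, 14 changed in T58I and 130 differed in its response. Leaving out libraries gave 52 to 94 for that response.

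Principal component 1 held 49.0% (48.999 before rounding) of the variance with genes centred only and 49.8% with the 500 most variable genes, principal component 2 24.5% and 30.6%, and the first 3 together 84.0% (84.015 before rounding) and 91.2%. Leaving out a replicate number gave 46.9% to 48.1%, 20.8% to 22.3% and 77.3% to 79.3%.

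Under camera with an estimated correlation, the slope in WT had an adjusted p of 0.2526 for ribosome biogenesis, purine synthesis, B-cell identity, chemotaxis, aminoacyl-tRNA synthetases and innate detection, 0.2825 for DNA replication and homologous recombination and 0.4163 for G2/M and mitosis, and the difference of G2/M and mitosis in T58I 0.5304. That difference had 0.0723 to 0.1077 with a replicate number left out. In T58A, DNA replication and G2/M and mitosis had 0.0495 on log2(dose + 25), and DNA replication changed direction with the MYC transcript in place of the concentration (0.8922). As a difference of absolute changes, the innate detection genes had a sensitivity difference of 0.64, which no longer passed the threshold for lists.

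The smallest cluster held 43 genes with centred profiles, 23 without immunoglobulin genes, 51 and 49 with a pseudocount of 0.001 and 32 in 4 of the clusterings with larger pseudocounts. With subsets from log2(dose + 25), 21 pairs passed.

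The replicates share only a number. With that number as a block, 7248, 334 and 636 genes were called for WT, T58A and T58I. Residuals of libraries with the same number had a median correlation of 0.00322, against -0.00118 for different numbers, and 42 of 630 pairs were over 0.1, so that the number was not taken as a pairing. Library sizes alone moved the median of all genes between T58I and WT at 0 ng/mL by 0.102 and by at most 0.0777 in size elsewhere.

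The alternatives for the E-box were not run, as the genome sequence they need was not used here.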

Differences from the paper's values

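The paper's smallest of 12 clusters holds 55 genes, while the smallest found here held 299. Of the alternatives set before the data were examined, centred profiles gave 43 genes, within 1.5 times of the paper's value, and ward.D with 396 and immunoglobulin genes left out with 23 did not. The paper's median length of that cluster is 366 bp, and the median found here was 2412 bp. None of the alternatives set before the data were examined closed this gap, with 3216 bp for ward.D, 1506 bp for centred profiles and 1144 bp without immunoglobulin genes. Clusterings with a pseudocount of 0.001, chosen after seeing the values, gave 51 genes with 366 bp from the condition means of log2(RPKM + 0.001) and 49 genes with 365 bp from log2 of the condition mean of RPKM + 0.001. With 0.01, 0.1 and 1, also chosen after seeing the values, the smallest clusters held 32 to 234 genes. The paper gives 28.6 M reads per sample, as reads generated, while 18.3 M reads per sample were counted, which is a later stage of the same data, and no alternative was set for it.

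The paper states that the MYC level at the lowest doxycycline concentration was hardly above that of WT or T58I in T58A. The human MYC transcript at 25 ng/mL stood at 576 RPKM in T58A, 311 in WT and 144 in T58I. The paper introduces its MYC levels as protein on Western blots, and the values here are of the transcript, so the statements can concern different quantities.

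The paper shows the genes of Figure 8A as associated with T58I, and Cenpc1, Kif2c and Nek2 were not called here, with edgeR adjusted p-values of 0.0127, 0.0106 and 0.0101 (0.01005 before rounding). All 3 were called with an adjusted p under 0.05, with library sizes alone, with the stricter filter, with the MYC transcript or a factor in place of the concentration and with DESeq2's Wald test, and with the vector transcripts left out, which was chosen after seeing the values. Kif2c and Nek2 were also called on log2(dose + 25), on the rank of the concentration and in the fit of the compared genotypes, Nek2 also with legacy off and with immunoglobulin genes and vector transcripts left out. Cenpc1 and Nek2 were also called without WT at 50 ng/mL replicate 1, and all 3 without replicate 2 of that condition, both chosen after seeing the values.

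The paper shows Mnt as rising in WT. Its slope in WT was positive here but not called, with an edgeR adjusted p of 0.01342. Of the 30 settings run, 2 called it, an adjusted p under 0.05 and the concentration as a factor (adjusted p = 3.955e-08), where a call has no direction. Both were set before the data were examined.

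In Figure 6B the paper shows subsets D and E as over-represented in a rising cluster with genes for DNA replication and mitotic entry. In the clusters formed here, which differ from the paper's, the cluster with most of these genes held 16 genes of subset D, where 30.6 would be expected, and 41 of subset E, where 48.4 would be expected. The cluster chosen in the same way held 9 of subset D and 25 of subset E with ward.D, where 12.2 and 19.4 would be expected, and 86 and 132 with subsets from log2(dose + 25), where 86.8 and 113 would be expected. The excess of subset E in the latter 2 did not pass the test over all pairs (Fisher's exact test, adjusted p = 0.5577 and 0.1312).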

Other observations

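The tests of the MYC transcript level at 0 ng/mL were chosen only after the result was seen.

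Without doxycycline, 2330 genes differed between T58A and WT and 2652 between T58I and WT. The level of the human MYC transcript without doxycycline is argued against as the whole cause. Its log2 fold change was 0.12 (edgeR adjusted p = 0.1827) in T58A and -0.50 (edgeR adjusted p = 5.152e-07) in T58I. In WT a larger step of the transcript, a log2 fold change of 1.05 from 0 to 25 ng/mL, changed only 266 genes. This covers the transcript and not the protein, which the paper describes as stabilized in T58A. Separate transduced populations may account for the differences, with 3 populations, 1 for each genotype, so that they and the mutations cannot be told apart. Of the 10 splits of the libraries, 1 gave as many genes in each of these comparisons, the real one, and 1 of 10 in the comparisons of 25 with 0 ng/mL in WT, T58A and T58I. With 10 splits this share cannot fall under 0.1.

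Of 126 tested immunoglobulin genes, 117 differed between T58A and WT at 0 ng/mL and 100 between T58I and WT.

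The marker lists had negative median slopes in WT. The values were -0.80 for 4 tested of 16 T cell genes (fry of edgeR over the 3 lists, adjusted p = 1.736e-06), -0.98 for 13 macrophage genes (adjusted p = 1.84e-08 from the same test) and -0.62 for 13 plasma cell genes (adjusted p = 1.196e-07 from the same test). The genes with the highest levels were Zap70 at 1.08 RPKM, Cst3 at 211 RPKM and Mzb1 at 788 RPKM, and 1, 6 and 12 genes had a mean over 1 RPKM.

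At 1000 ng/mL the response differed between T58A and WT for 506 genes, 316 of them with a lower log2 fold change in T58A.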
